# Embryonic transcriptome and proteome analyses on hepatic lipid metabolism in chickens divergently selected for abdominal fat content

**DOI:** 10.1186/s12864-018-4776-9

**Published:** 2018-05-23

**Authors:** Wei Na, Yuan-Yuan Wu, Peng-Fei Gong, Chun-Yan Wu, Bo-Han Cheng, Yu-Xiang Wang, Ning Wang, Zhi-Qiang Du, Hui Li

**Keywords:** Chicken, Embryo, Liver, Lipid metabolism, Digital gene expression, Proteomics

## Abstract

**Background:**

In avian species, liver is the main site of de novo lipogenesis, and hepatic lipid metabolism relates closely to adipose fat deposition. Using our fat and lean chicken lines of striking differences in abdominal fat content, post-hatch lipid metabolism in both liver and adipose tissues has been studied extensively. However, whether molecular discrepancy for hepatic lipid metabolism exists in chicken embryos remains obscure.

**Results:**

We performed transcriptome and proteome profiling on chicken livers at five embryonic stages (E7, E12, E14, E17 and E21) between the fat and lean chicken lines. At each stage, 521, 141, 882, 979 and 169 differentially expressed genes were found by the digital gene expression, respectively, which were significantly enriched in the metabolic, PPAR signaling and fatty acid metabolism pathways. Quantitative proteomics analysis found 20 differentially expressed proteins related to lipid metabolism, PPAR signaling, fat digestion and absorption, and oxidative phosphorylation pathways. Combined analysis showed that genes and proteins related to lipid transport (intestinal fatty acid-binding protein, nucleoside diphosphate kinase, and apolipoprotein A-I), lipid clearance (heat shock protein beta-1) and energy metabolism (NADH dehydrogenase [ubiquinone] 1 beta subcomplex subunit 10 and succinate dehydrogenase flavoprotein subunit) were significantly differentially expressed between the two lines.

**Conclusions:**

For hepatic lipid metabolism at embryonic stages, molecular differences related to lipid transport, lipid clearance and energy metabolism exist between the fat and lean chicken lines, which might contribute to the striking differences of abdominal fat deposition at post-hatch stages.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4776-9) contains supplementary material, which is available to authorized users.

## Background

Broiler is the most efficient meat-producing farm animal, and contributes to alleviating the challenge of food security imposed upon the human society [1, 2]. For over half a century, commercial broiler has been selected intensively for growth rate and feed efficiency [1]. However, intensive selection on fast growth rate brings along adverse outcomes, such as obesity and related metabolic syndromes [3]. Excessive fat deposition is undesirable, since it degrades meat quality, decreases feed efficiency, and increases production and health cost [4]. Currently, to reduce fat deposition is still a main objective of commercial broiler selection and breeding program [1, 5].

Unlike in mammals, chicken lipogenesis is very limited in the adipose tissue [6], and more than 70% of de novo fatty acid synthesis takes place in the liver instead [7]. Fatty acids synthesized in the liver are incorporated into triacylglycerols, and secreted as very low-density lipoprotein (VLDL). After hydrolysis by the lipoprotein lipase (LPL), fatty acids released from VLDL penetrate adipocytes, where they are re-esterified and stored as triglycerides [8]. Thus, accumulation of triacylglycerols in adipocytes is closely related to lipid metabolism in the liver [9].

The Northeast Agricultural University broiler lines (NEAUHLF) originate from a commercial Arbor Acres grandsire line, and are under divergent selection for abdominal fat content based on abdominal fat percentage (AFP) and plasma VLDL concentration since 1996 [10]. NEAUHLF is a unique animal model to study the molecular mechanism of adipose tissue growth and development. In previous studies, using adipose and liver tissues from the fat and lean chickens at various post-hatch stages (1, 4 and 7 weeks of age), we have found a number of differentially expressed genes (DEGs) and proteins (DEPs) related to lipid metabolism by the microarray and proteomics methods, such as peroxisome proliferator-activated receptor gamma (*PPARγ*), liver basic fatty acids binding protein (*LBFABP*), *LPL*, adipocyte fatty acid-binding protein (AFABP), apolipoprotein A-I (ApoA-I), and long-chain acyl-coenzyme A dehydrogenase (ACADL) [10–13].

Embryonic stage now occupies nearly one third of the time to market size for broilers, and is vital to the post-hatch performance of broilers. In order to see if molecular differences of hepatic lipid metabolism existed between our two chicken lines at embryonic stages, we performed digital gene expression profiling and quantitative proteomics on the livers of chicken embryos taken from five embryonic stages, embryonic day 7 (E7), E12, E14, E17, and day 1 after hatch (E21). We identified DEGs and DEPs associated with hepatic lipid metabolism at embryonic stages between the two chicken lines, which could help explain the striking differences of post-hatch abdominal fat content.

## Results

### Transcriptome analysis on embryonic livers

Between our broiler lines divergently selected for AFP, significant differences exist since generation 4 (Fig. 1). From the fat and lean chicken lines at generation 14, which had 4.5-fold difference of AFP at 7 weeks of age [14], we collected hepatic tissues from embryos at five important developmental stages (E7, E12, E14, E17 and E21). Total RNAs isolated from hepatic tissues were submitted for sequencing by the digital gene expression profiling technology. 

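In digital gene expression profiling, cDNA bound to beads is cut with *Nla*III at CATG and with *Mme*I 17 bases downstream, so that each mRNA is counted by a short tag next to a CATG site. Each library was made from pooled livers, 30 at E7 and 15 at the other stages, of 1 line and 1 stage. There was 1 library per line and stage, so the libraries hold no replicate check of a difference between lines at a stage. The paper assayed a limited set of genes by qRT-PCR on replicate pools. The stage named E21 is day 1 after hatch. The lean libraries at E7, E14, E17 and E21 and the fat libraries at E7, E12, E14, E17 and E21 were analysed, and the lean library at E12 was not analysed here. The authors discarded poor reads, kept tags with at least 2 copies, allowed 1 mismatch to the reference tags, and assigned a tag to a gene only where it matched 1 gene. They deposited the tag count of each gene and its TPM, the count scaled by the number of all clean tags of the library. The number of clean tags, recovered from the ratio of count to TPM, was 5976965 in the lean line at E7, 5823492 at E14, 5796397 at E17 and 5748802 at E21. In the fat line it was 5763977 at E7, 6060316 at E12, 5693386 at E14, 6012786 at E17 and 5988560 at E21. Between 46.1% (lean E17) and 51.6% (lean E14) of the clean tags were assigned to genes. The tags on genes numbered from 2663939 in the lean E21 library to 3040677 in the fat E12 library. At this depth 1 tag was worth between 0.165 and 0.176 TPM, and 3 tags, taken as the smallest count that can be told from 0, between 0.495 and 0.527 TPM. The clean tags of each library were used as its size in every comparison. Confidence intervals (95%) of log2 ratios were exact (Clopper-Pearson) intervals of the share of a gene's tags that came from the fat library. The tags had passed through 15 cycles of PCR without molecular identifiers, so intervals and floors cover counting error only, not PCR error or the difference between birds. Tags with 1 copy had been discarded, so a count of 0 can hide single copies. Bounds for genes with 0 tags in 1 library may therefore lie too far from 0.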

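With at least 1 tag taken as detection, the lean libraries held 8813 genes at E7, 8651 at E14, 8576 at E17 and 8417 at E21. The fat libraries held 8669 genes at E7, 8660 at E12, 8692 at E14, 8409 at E17 and 8648 at E21. The mean was 8615 ± 130 genes (SD, 9 libraries). Across the 9 libraries 10564 genes had a tag, and 6970 of them had a tag in every library. A detection limit of 5 tags moved the number of genes most, to a mean of 7388, with a range from 7209 to 7608. Drawing every library down at random to 2663939 tags on genes gave a mean of 8611 genes. The authors' limit of 2 copies per tag was not applied again to the drawn tags, so this number may be too high.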

For each of the 10 sequenced libraries, an average of 8500 genes (54.8% of all annotated protein-coding genes) was found, and a large number of novel transcripts were also detected (from 36,569 to 45,021) (Additional file 1).

**Fig. 1:**
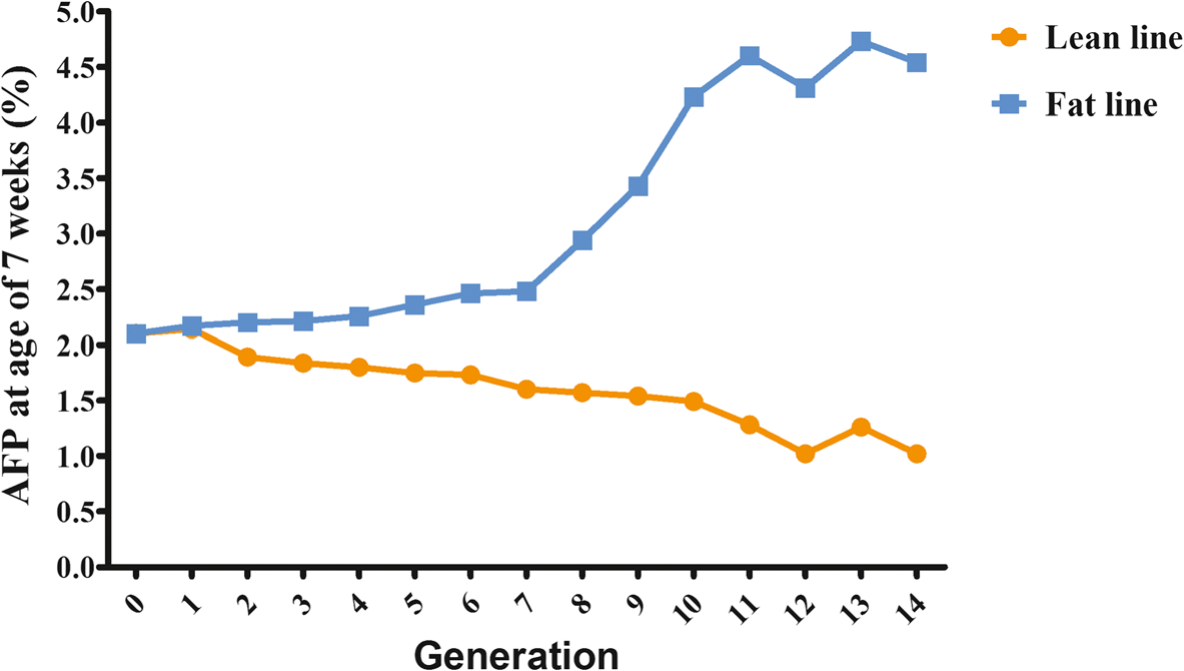
Divergent selection on abdominal fat percentage (AFP) at 7 weeks of age. Starting from generation 4, significant differences existed between the two chicken lines

To identify genes differentially expressed (false discovery rate ≤ 0.001 and fold changes ≥2) and potentially involved in hepatic lipid metabolism, we compared the gene expression profiles between the fat and lean chicken lines. We found 521, 141, 882, 979 and 169 DEGs (Additional files 2, 3, 4, 5 and 6) for the five embryonic stages, respectively (Fig. 2a). Furthermore, after analyzing the number of DEGs among the five different stages, we observed that E17 shared the largest number of DEGs with other embryonic stages (Fig. 2b). However, there were only 6 DEGs common to all five developmental stages, which were involved in cell metabolism, and cell apoptosis pathways, respectively (Fig. 2b and Table 1).

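At each stage the tags of the fat and lean libraries were compared with the Audic-Claverie test for 2 libraries (two-sided), with Benjamini-Hochberg adjustment over all genes with a tag in either library. DEGs had an FDR of at most 0.001 and a log2 ratio of TPM of at least 1 in either direction, with a TPM of 0 set to 0.01. The test weighs sampling of tags alone, so it compares the 2 libraries, not the lines. At E7, 522 of 9346 genes (5.58%) were DEGs, 298 higher and 224 lower in the fat line. At E14, 884 of 9349 genes (9.46%) were DEGs, 250 higher and 634 lower. At E17, 982 of 9154 genes (10.7%) were DEGs, 508 higher and 474 lower. At E21, 176 of 9081 genes (1.94%) were DEGs, 132 higher and 44 lower. The lists held all 521, 882, 979 and 169 genes of the paper's lists at these stages and 1, 2, 3 and 7 further genes, each with 2 to 5 tags in the lean library. The numbers moved most with a test that allows for spread beyond the sampling of tags. With the dispersion estimated across stages (0.105, a biological coefficient of variation of 0.324), edgeR's exact test gave 4, 7, 13 and 3 genes at E7, E14, E17 and E21. With 1 library per line and stage, this dispersion cannot separate spread between libraries from differences between lines that change with the stage. These numbers of genes may therefore be too low. Scaling library sizes by edgeR's TMM factors shifted the log2 ratios of genes with tags in both E14 libraries by 0.18 and changed the balance of directions there to 412 higher and 442 lower, with 854 DEGs in all. At E21 the same scaling gave 106 higher and 68 lower.

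**Figure D1:**
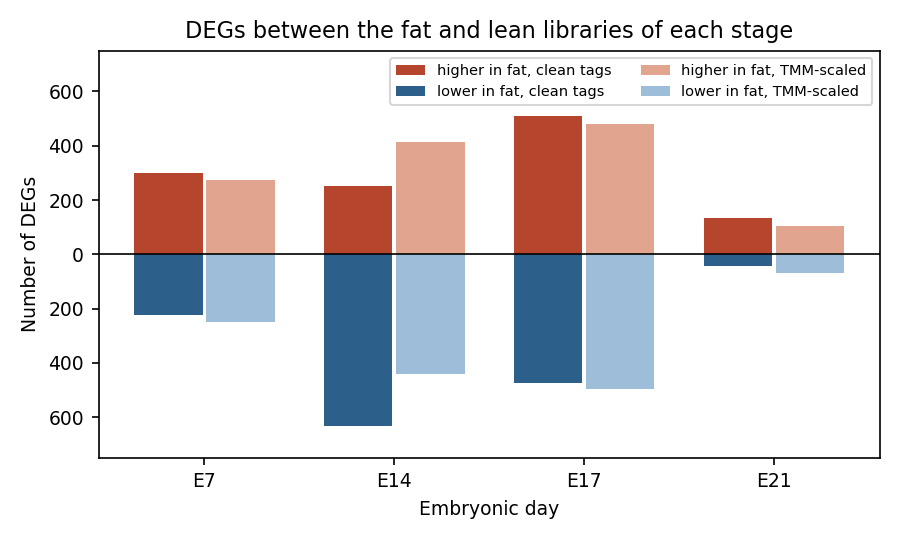
Number of DEGs higher (above 0) and lower (below 0) in the fat line at E7, E14, E17 and E21, from 1 fat and 1 lean library per stage. Dark bars use the clean tags as library sizes and light bars use library sizes scaled by TMM factors. At E14 the bars change from 250 higher and 634 lower to 412 higher and 442 lower.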

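Over the 4 stages analysed in both lines, 426 of the DEGs at E17 (43.4%) were also DEGs at another stage. The corresponding numbers were 394 at E14 (44.6%), 354 at E7 (67.8%) and 89 at E21 (50.6%). By share of each stage's own DEGs the order was thus E7, E21, E14 and E17. Pairwise, E14 and E17 shared 269 DEGs, E7 and E17 shared 243, and E7 and E14 shared 209. E21 shared 57 DEGs with E17, 51 with E14 and 42 with E7. With a TPM of 1 added before the ratio, E17 shared 388 DEGs, E14 361, E7 328 and E21 81.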

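In the 4 stages analysed in both lines, 16 genes were DEGs at every stage. Of these, 9 had the same direction throughout and 7 had the opposite direction at E14 only. *MRPS26*, for example, had log2 ratios of 3.56 at E7, −1.21 at E14, 2.58 at E17 and 1.27 at E21. *HSPA9* had 103 lean and 1558 fat tags at E7, 101 and 401 at E14, 64 and 353 at E17, and 121 and 617 at E21. Its log2 ratio was highest at E7 (3.97, 95% CI 3.68 to 4.27) and lowest at E14 (2.02, 95% CI 1.70 to 2.35). *LOC777109*, listed as similar to cgABP260, had 0 lean tags at E7, E14 and E17 against 184, 108 and 206 fat tags, and 4 lean and 55 fat tags at E21. *LOC769366*, listed as similar to a C-type lectin, had 0 lean tags at the 4 stages against 30, 28, 69 and 27 fat tags. *BAP1* had 96 lean and 3 fat tags at E7, 53 and 0 at E14, 67 and 0 at E17, and 28 and 6 at E21. A log2 ratio over 0 tags is set by the floor of 0.01 TPM, so the exact intervals of these genes have only an inner bound, such as 2.99 for *LOC769366* at E7 and −4.20 for *BAP1* at E17. These bounds take 0 tags as counted, although tags with 1 copy had been discarded. *XPO5* had 239 lean and 74 fat tags at E7, 172 and 49 at E14, 83 and 41 at E17, and 147 and 67 at E21. *ALDH7A1* had 1295 lean and 556 fat tags at E7, 1920 and 779 at E14, 1519 and 495 at E17, and 1613 and 748 at E21. With the paper's own log2 ratio at E12 added, the mean over the 5 stages was 2.58 for *HSPA9*, 9.89 for *LOC777109*, 9.30 for *LOC769366*, −7.40 for *BAP1*, −1.72 for *XPO5* and −1.40 for *ALDH7A1*. With a TPM of 1 added before the ratio, the mean was 4.39 for *LOC777109*, 2.88 for *LOC769366* and −3.06 for *BAP1*. At E17 this setting also took *XPO5* below a 2-fold change (−0.97). When the paper's list at E12 was intersected with the 4 lists, 7 genes were left, these 6 and *GLRX2*. *GLRX2* had 4 lean and 126 fat tags at E7, 22 and 172 at E14, 2 and 53 at E17, and 2 and 113 at E21. The paper states that the genes of Table 1 act in cell metabolism and apoptosis.

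**Figure D2:**
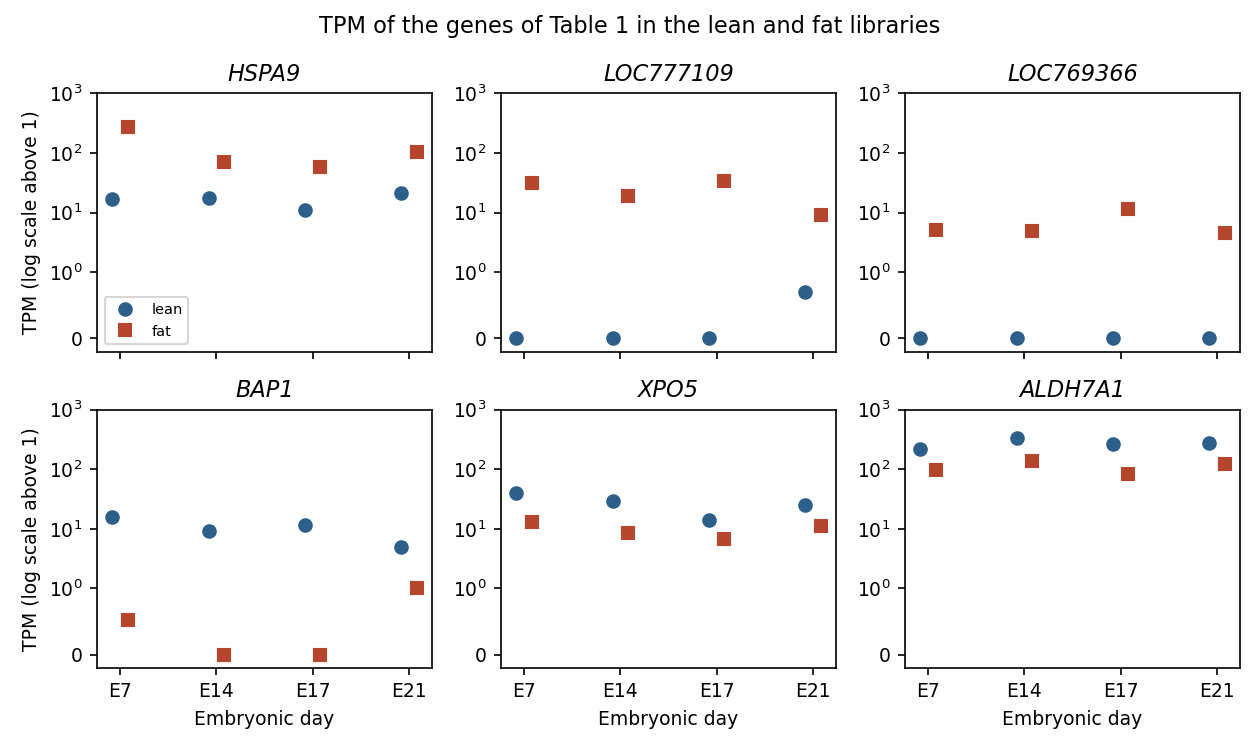
TPM of *HSPA9*, *LOC777109*, *LOC769366*, *BAP1*, *XPO5* and *ALDH7A1* at E7, E14, E17 and E21 in the lean (circles) and fat (squares) libraries, 1 library per point, on an axis that is linear from 0 to 1 TPM and logarithmic above. *LOC769366* lies at 0 TPM in the 4 lean libraries and between 4.51 and 11.5 TPM in the fat ones.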

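The tags of these genes at separate CATG sites did not all change alike. The *HSPA9* tag nearest the 3′ end (CATGTGGAAGTTGCATTTTAC) had 0 lean and 1440 fat copies at E7, 12 and 336 at E14, 0 and 290 at E17, and 0 and 485 at E21. Its tag at the next site (CATGTTATTAAATCAGAAGGT) had 39 lean and 47 fat copies at E7, 46 and 31 at E14, 23 and 32 at E17, and 54 and 55 at E21. *XPO5* had a pair of tags at its site nearest the 3′ end. The more frequent of them (CATGCTAGACACAAGGGGTTT) had 156 lean and 71 fat copies at E7, 100 and 49 at E14, 42 and 41 at E17, and 98 and 56 at E21. The other (CATGCTAGATACAAGGGGTTT) had 75, 66, 39 and 49 copies in the lean libraries at E7, E14, E17 and E21, and 0, 0, 0 and 8 in the fat libraries. In *ALDH7A1* the tag at the site nearest the 3′ end (CATGGTGGGGGGGGACAGTAC) changed in the direction of the whole gene at the 4 stages, with log2 ratios from −2.77 to −1.45. Its tag at the next site (CATGTTGAGTTTCCTACAGAT) was also lower in the fat line at the 4 stages. A less frequent tag (CATGTACCTTCTAAAACTAAT) had 53 lean and 50 fat copies at E7, 107 and 63 at E14, 58 and 69 at E17, and 90 and 61 at E21.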

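With the 4 stages standing in for replicates, the difference between lines shared by the stages was tested on the 8 libraries with edgeR's quasi-likelihood test (TMM normalization, stage as a block). Of 6511 genes, 10 had a Benjamini-Hochberg adjusted p under 0.05, 6 higher and 4 lower in the fat line, and 252 had an unadjusted p under 0.05. With the lines exchanged at E14, 0 genes passed but 1167 had an unadjusted p under 0.05, while several other exchanges gave fewer than 252. These counts therefore cannot tell a shared difference between lines from chance. The smallest adjusted p among genes higher in the fat line was that of *GLRX2* (log2 fold change 4.30, standard error 0.433, adjusted p = 0.00839 from the quasi-likelihood test). It was followed by *LOC777109* (6.81, standard error 0.80, adjusted p = 0.0178). *HSPA9* (2.67, standard error 0.348) and *LOC769366* (8.24, standard error 0.81) came next with the same adjusted p of 0.0227 from edgeR's quasi-likelihood test. *LOC769366* had 0 lean tags at the 4 stages and *LOC777109* at E7, E14 and E17, so the sizes of their fold changes are not reliable. In the paper's qRT-PCR *LOC769366* had the opposite trend to its tags at every stage, and so did *BAP1* at E7. *HSPA9* at E7 and E21 and *BAP1* at E12 and E17 had similar trends there, and *LOC777109* was too low to be analysed. Among genes lower in the fat line, *PLEKHG5* had a log2 fold change of −4.09 (standard error 0.57, adjusted p = 0.0302 from the quasi-likelihood test), *DTX3L* of −2.23 (adjusted p = 0.0313) and *BAP1* of −4.67 (adjusted p = 0.0343). Each of these 7 genes had the same direction at the 4 stages. *XPO5* and *ALDH7A1* also had the same direction at the 4 stages, with adjusted p values of 0.101 and 0.131 in the quasi-likelihood test. The number of genes moved most, to 60, without the filter on low counts. Leaving out the E21 pair left 0 genes, with 208 at an unadjusted p under 0.05.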

**Fig. 2:**
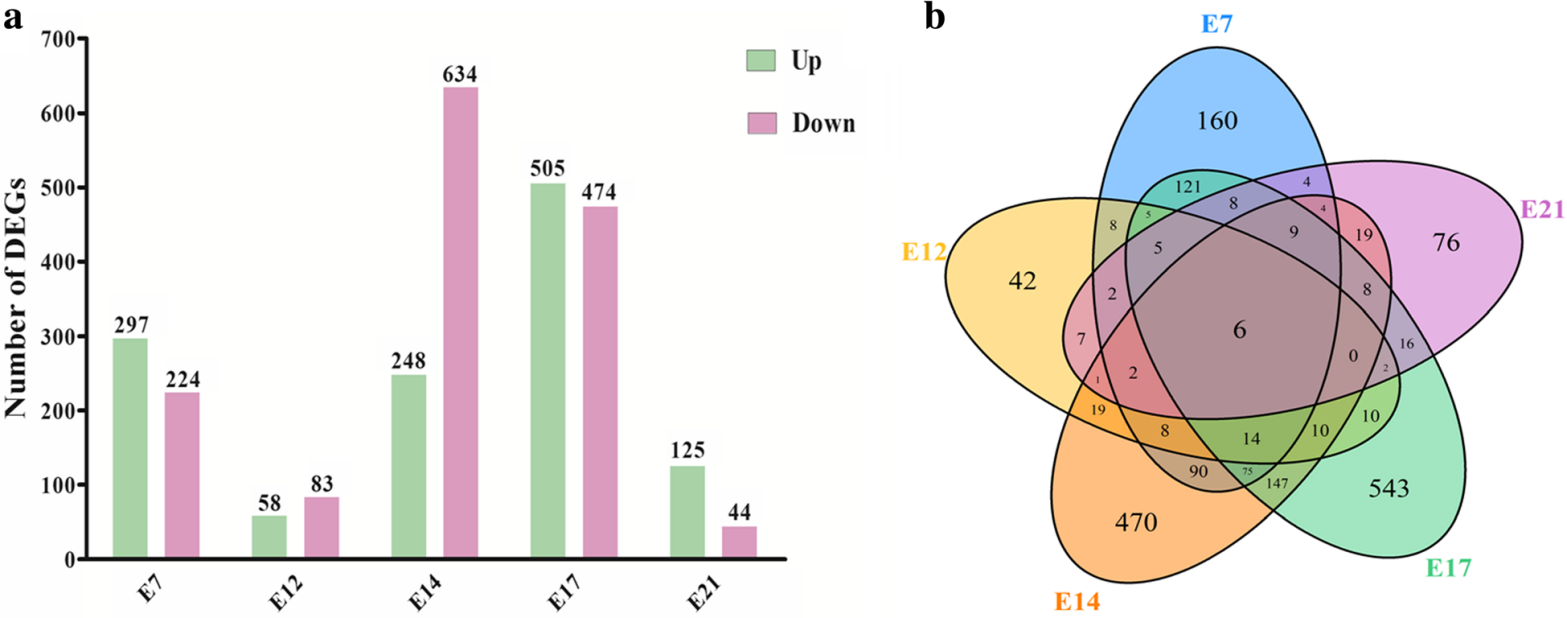
Differentially expressed genes (DEGs) identified for hepatic tissues in chicken embryos. **a** Number of DEGs at five developmental stages between the fat and lean lines. Up and Down, up- and down-regulated DEGs in the fat line; **b** Venn diagram for DEGs identified

**Table 1:** Common DEGs to all five embryonic stages

Gene	Average fold-change (Log2 ratio)^a^	GO: Cell component	GO: Molecular function	GO: Biological processes
*HSPA9*	+ 2.58	mitochondrial matrix	protein binding	cellular protein metabolic process, protein targeting, negative regulation of apoptosis
*LOC777109*	+ 9.89	membrane, I band	cytoskeletal protein binding	striated muscle cell development
*LOC769366*	+ 9.30	NA	NA	NA
*BAP1*	−7.39	PcG protein complex	binding, thiolester hydrolase activity, small conjugating protein-specific protease activity	cell growth, cell cycle, modification-dependent protein catabolic process, cell proliferation
*XPO5*	−1.72	nuclear lumen	RNA binding	protein targeting, gene silencing
*ALDH7A1*	−1.40	intracellular membrane-bounded organelle, cytoplasmic part	aldehyde dehydrogenase [NAD(P)+] activity	cellular metabolic process, sensory perception of mechanical stimulus

*NA* not available. *HSPA9* heat shock 70 kDa protein 9, *BAP1* BRCA1 associated protein 1, *XPO5* exportin 5, *ALDH7A1* aldehyde dehydrogenase 7 family member A1

^a^gene expression fold-changes across the 5 embryonic stages; + and -, up- and down-regulated in the fat line

Gene ontology (GO) and KEGG analysis were performed to analyze biological function of DEGs. 

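GO terms were taken as the deposited tables list them for each gene, 3013 terms in all, without adding parent terms. For each stage and term, the number of DEGs was compared with that expected by chance (one-sided hypergeometric test), among the genes with a tag in either library of that stage and a term of that ontology. Benjamini-Hochberg adjustment was made within each ontology over the terms with at least 1 DEG, and a Q of at most 0.05 was called enriched. The KEGG annotation was not used here. The test treats genes as independent and takes the DEGs of 1 library against 1 library as given.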

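At E7, 947 GO terms with at least 1 DEG were tested. No term reached Q ≤ 0.05, and 41 terms had an unadjusted p of at most 0.05. The molecular function ubiquitin-protein ligase activity had 4 DEGs among its 7 genes, where 0.43 were expected (exact hypergeometric p = 0.000424, Q = 0.0945).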

DEGs at E7 were enriched in the GO term, the ubiquitin-protein ligase activity. No GO term was found at E12. At E14, the highly enriched GO terms were related to biological processes, such as translation, metabolic process, catabolic process, and RNA binding. 

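Of 1283 terms tested at E14, none reached Q ≤ 0.05 and 54 had an unadjusted p of at most 0.05. Translation was the nearest of these named terms to the threshold, with 24 DEGs among 104 genes against 10.7 expected (exact hypergeometric p = 9.47e-05, Q = 0.0753). RNA binding had 13 DEGs among 83 genes, with 8.24 expected (Q = 0.605). Metabolic process had 11 DEGs among 88 genes, with 9.02 expected (Q = 0.703), and catabolic process had 0 DEGs among 5 genes. With the background limited to genes with at least 10 tags in the 2 libraries together, the Q of translation was 0.626.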

At E17, GO terms, such as carboxylic acid metabolic process, oxoacid metabolic process, cellular ketone metabolic process, oxidoreductase activity, and catalytic activity, were enriched. 

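At E17, 1408 terms were tested, 3 reached Q ≤ 0.05 and 87 had an unadjusted p of at most 0.05. Monocarboxylic acid metabolic process had 10 DEGs among its 20 genes, against 2.25 expected (exact hypergeometric p = 1.92e-05, Q = 0.0174). The other 2 enriched terms belonged to the cellular component ontology. The term cell fraction had 37 DEGs among 172 genes against 19.1 expected (Q = 0.00505). A term listed without a name had 23 DEGs among 88 genes against 9.75 expected, with the same Q. Oxidoreductase activity had 3 DEGs among 23 genes, with 2.62 expected (Q = 0.74), and catalytic activity had 15 DEGs among 109 genes, with 12.4 expected (Q = 0.666). Carboxylic acid metabolic process itself was listed for 2 genes, and 0 of them were DEGs. With the background of genes with at least 10 tags, 2 terms stayed enriched and monocarboxylic acid metabolic process did not (Q = 0.0815).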

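At E21, 447 GO terms with at least 1 DEG were tested, none reached Q ≤ 0.05, and 61 had an unadjusted p of at most 0.05. The files list 9 genes with a tag at this stage under metallopeptidase activity, and 2 of them were DEGs where 0.193 were expected (exact hypergeometric p = 0.0148, Q = 0.287). They were *METAP2*, with 42 lean and 101 fat tags, and *LAP3*, with 112 lean and 285 fat tags. *CPA1*, a DEG with 20 lean and 142 fat tags, is listed under metalloexopeptidase activity. The files describe it as a pancreatic carboxypeptidase, and it rose together with other pancreatic genes of the same library, such as *GCG* with 24 lean and 805 fat tags.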

The GO term metallopeptidase activity was enriched for E21 (Fig. 3).

**Fig. 3:**
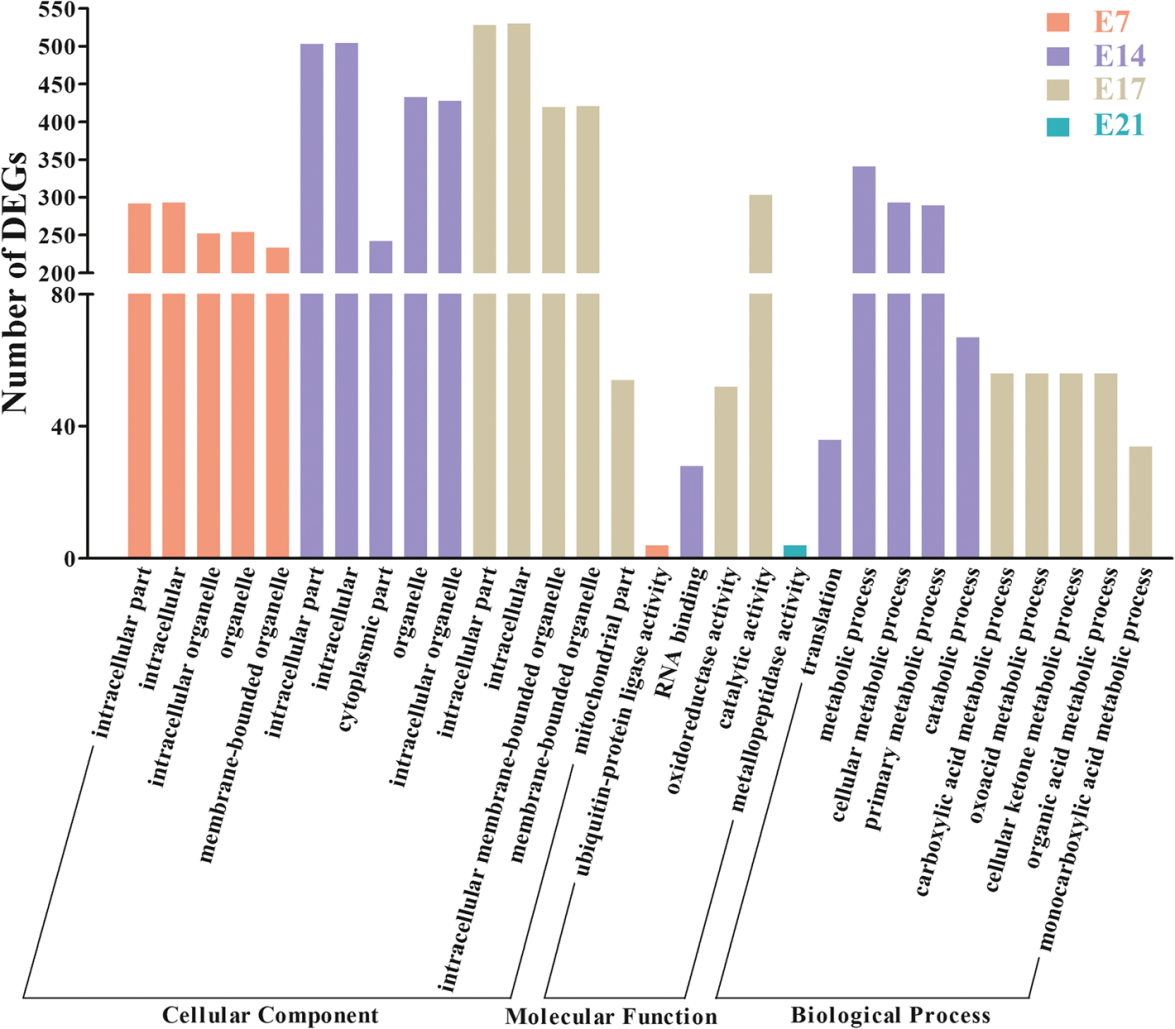
GO analysis of DEGs at different embryonic stages. Significantly enriched GO terms in the biological process, cellular component and molecular function (top five GO terms) categories, respectively (*P* < 0.05). y-axis, the number of DEGs

Similar to GO analysis, no significant signaling pathway was found for E12 in KEGG analysis (Fig. 4a). While for the remaining 4 embryonic stages (E7, E14, E17, and E21), a common signaling pathway, the metabolic pathway, was found. At E14, pathways mainly related to aminoacyl-tRNA biosynthesis, ribosome, spliceosome and lysosome were enriched. 

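The genes drawn in Fig. 4b for the pathways of lipid metabolism at E17 were followed one by one. Of 41 genes in the figure, 39 were analysed here, and each was a DEG at E17 in the direction the figure shows, 22 higher and 17 lower in the fat line. The log2 ratios of the 22 ran from 1.02 to 11.48 with a median of 1.46, and those of the 17 from −7.69 to −1.04 with a median of −1.39. *ACSBG2*, with 0 lean and 172 fat tags, set the upper end, whose size comes from the floor of 0.01 TPM (4.89 with a TPM of 1 added). Among genes of fatty acid transport and activation, *FABP1* had 1285 lean and 3464 fat tags at E17 (log2 ratio 1.38, 95% CI 1.29 to 1.47), and *SLC27A2* had 204 and 730 (1.79, 95% CI 1.56 to 2.02). *PCK1* rose from 51 lean to 211 fat tags (2.00, 95% CI 1.55 to 2.47), and *ACADL* from 395 to 1104 (1.43, 95% CI 1.26 to 1.60). Among the lower genes, *HADHB* had 3104 lean and 1351 fat tags (−1.25, 95% CI −1.35 to −1.16), and *LPL* had 190 and 50 (−1.98, 95% CI −2.46 to −1.52). *CPT1A*, with 12 lean and 0 fat tags, set the lower end of the range and rests on few tags (upper 95% bound −1.53). In 5 of the 39 genes both libraries had under 50 tags. *ALDH9A1* fell below a 2-fold change with a TPM of 1 added (0.976) and with TMM scaling (0.993), and *APOA5* did so with a TPM of 1 added (−0.99). At E7, 33 of the 39 genes had the same direction as at E17 and 9 were DEGs. At E14 these numbers were 16 and 10, and at E21 they were 28 and 6.

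**Figure D3:**
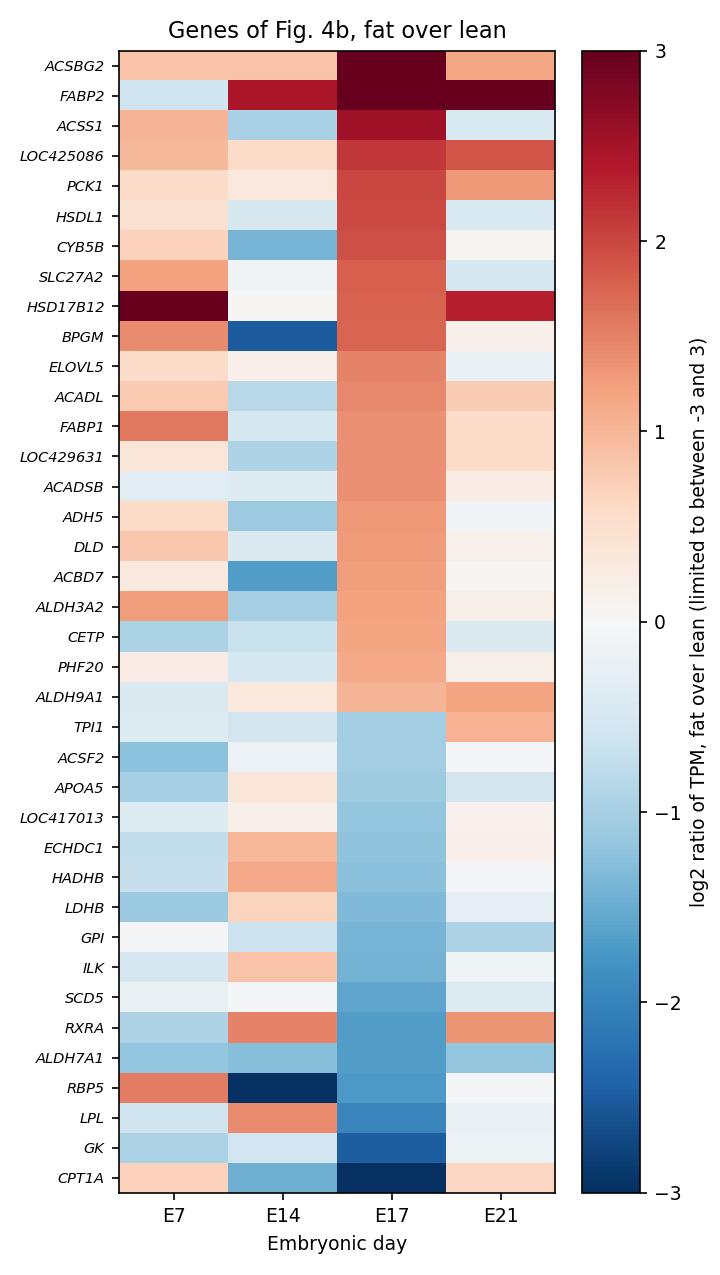
Log2 ratio of TPM, fat over lean, of 38 of the genes of Fig. 4b (rows, in order of their ratio at E17) at E7, E14, E17 and E21, from 1 fat and 1 lean library per stage. Red is higher and blue is lower in the fat line, and colours are limited to ratios between −3 and 3. At E17 the genes divide into 22 red and 16 blue, and at E14 only 15 keep the colour they have at E17.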

A large number of signaling pathways were enriched for DEGs at E17, including those directly related to lipid metabolism, such as fatty acid metabolism and biosynthesis, PPAR signaling pathway, and glycolysis (Fig. 4b). At E21, the amino acid metabolism (tryptophan metabolism and lysine degradation) pathway was enriched.

**Fig. 4:**
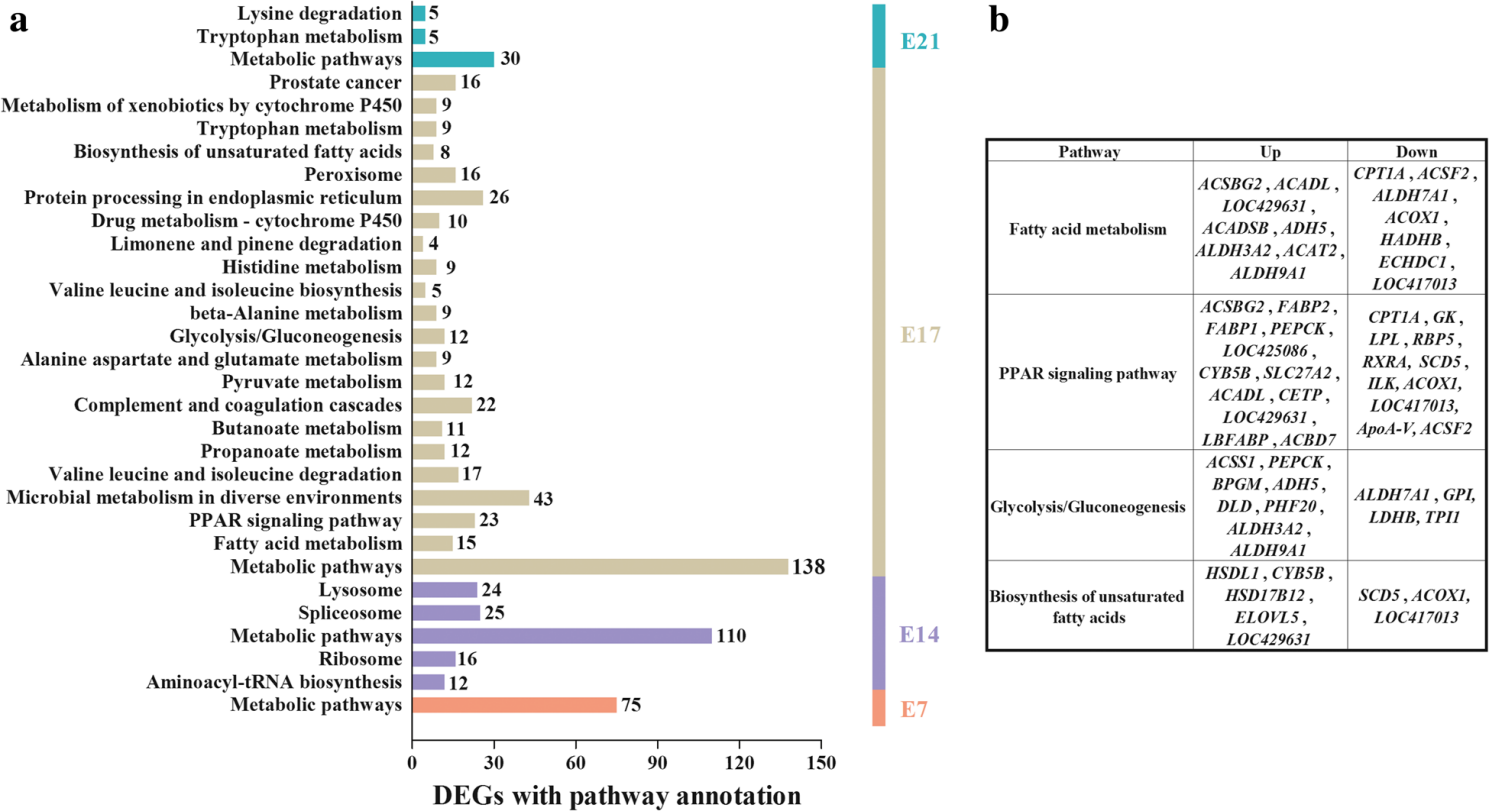
KEGG analysis of DEGs at the five time point. **a** The significantly enriched pathways (Q ≤ 0.05) at five embryonic stages. x-axis, the number of DEGs with pathway annotation; **b** The significantly enriched signaling pathways directly related to lipid metabolism at E17. Up and Down, up- and down-regulated DEGs in the fat line

We validated the digital gene expression results of 12 DEGs (a total of 21 DEGs were selected from 6 common DEGs and top 3 DEGs of each embryonic stage, and 9 of them were duplicated) by qRT-PCR assays. The qRT-PCR results of 2 genes, *LOC77109* and keratin 75 (*KRT75*), were not analyzed because of their low expression levels (Ct > 32). Otherwise, poor reproducibility and unreliable results could be obtained. For the remaining 10 genes, we found out that 4 genes (*APOA4*, *LOC769366*, *HSPA9* and *BAP1*) at E7, 2 genes (*BAP1* and *LOC769366*) at E12, 2 genes (*LOC769366* and *ALDH7A1*) at E14, 4 genes (*LOC769366*, *BAP1*, *XPO5* and *ALDH7A1*) at E17, and 3 genes (*TMEM79*, *LOC769366* and *HSPA9*) at E21, were validated to be significant or approximately significant, respectively (Fig. 5b). Moreover, *APOA4* at E7, *HSPA9* at E7 and E21, *BAP1* at E12 and E17, *ALDH7A1* at E14 and E17, *XPO5* at E17, *TMEM79* at E21 had similar trends for the digital gene expression and qRT-PCR results, whereas *LOC769366* at all five time points and *BAP1* at E7 had opposite trends. In all, our qRT-PCR results were consistent with the digital gene expression results (correlation coefficient *r* = 0.73).

**Fig. 5:**
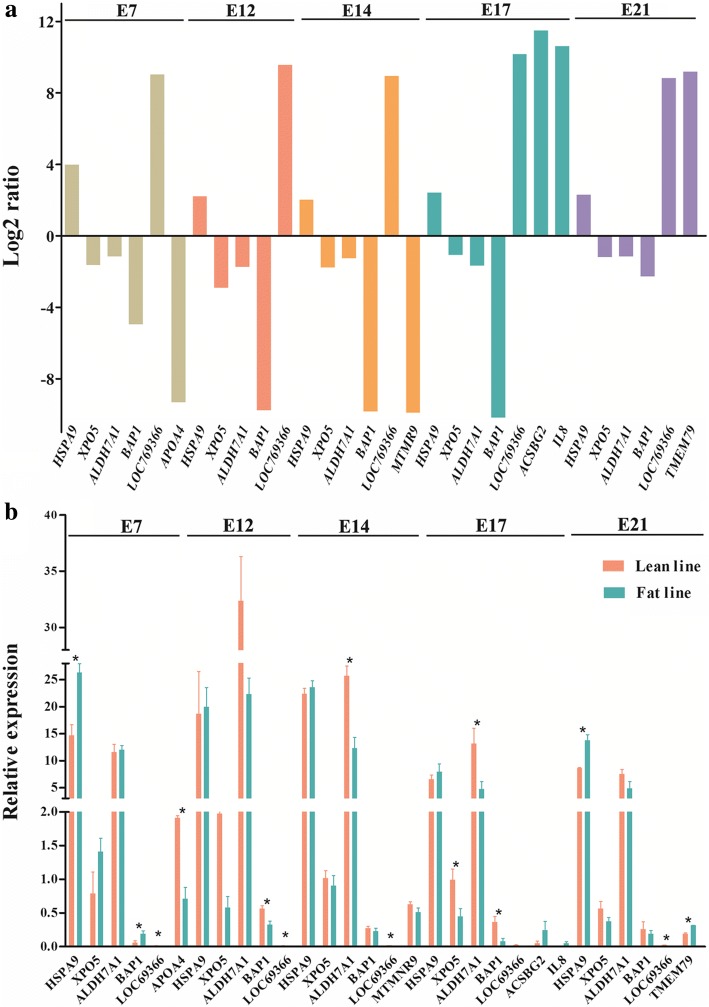
Validation of DEGs by qRT-PCR. **a** 12 DEGs identified by digital gene expression. Y-axis, log2 (fold change of gene expression levels of the fat line vs. the lean line); **b** qRT-PCR results of 12 DEGs in both chicken lines. *, significant or approximately significant (*P* < 0.05)

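Several of the genes compared by qRT-PCR were those with the largest log2 ratios of a stage, and these were genes with 0 tags in 1 line. *APOA4* had 38 lean and 0 fat tags at E7 (FDR = 1.17e-10) and the reverse direction at E14, with 8 lean and 67 fat tags (95% CI of the log2 ratio 2.04 to 4.37). At E17 its counts of 8 and 10 did not differ beyond counting error. *MTMR9* had 56 lean and 0 fat tags at E14 (FDR = 5.52e-16), 46 and 13 at E7, 29 and 2 at E17, and 35 and 14 at E21. *ACSBG2* had 0 lean and 172 fat tags at E17 (FDR = 1.90e-49), while at E7, E14 and E21 it had 36, 26 and 29 lean tags and 63, 46 and 67 fat tags and was no DEG. *IL8* had 0 lean and 94 fat tags at E17, and 89 lean and 58 fat tags at E14. *TMEM79* had 0 lean and 35 fat tags at E21, 2 and 30 at E17, 5 and 3 at E14, and 0 and 11 at E7. *KRT75* had 23 lean and 0 fat tags at E21 (FDR = 1.36e-06), and 9 and 14 at E7. With the same rule for the largest changes, *STK39* (61 lean and 0 fat tags at E17), *NBN* (14 and 0 at E21) and *LOC770728*, listed as similar to a gag protein (18 and 0 at E7), stood among the genes lower in the fat line. No error between birds can be attached to any of these counts, because each came from 1 pool.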

### Comparative proteomics on embryonic hepatic tissues

Quantitative proteomics data were generated from 15 high-quality and reproducible 2-D DIGE maps (Additional file 7). On each gel, about 2000 protein spots were detected. The isoelectric points of most proteins focused on 4 to 10, while molecular weights were distributed from 5 to 100 kDa.

We compared protein profiles between the fat and lean lines at each time point to find key proteins related to lipid metabolism. We found 14 (protein spots 3, 4, 9, 10, 12, 21, 23, 27, 33, 35, 40, 47, 50, 58), 5 (protein spots 21, 24, 25, 27, 33), 4 (protein spots 6, 7, 8, 14), 2 (protein spots 31, 57) and 1 (protein spot 40) differentially expressed protein spots (*P* < 0.05 and fold changes ≥1.5) for the five time points (E7, E12, E14, E17 and E21), respectively (Figs. 6 and 7). Among these differentially expressed protein spots, 3 protein spots (21, 27, 33) were common to E7 and E12, and the protein spot 40 was common to E7 and E21. At E7, differentially expressed protein spots 3, 4, 9, 10, 12, 23, 40 and 21, 27, 33, 35, 47, 50, 58 were up-regulated and down-regulated in the fat line, respectively. At E12 (protein spots 21, 24, 25, 27, 33) (Fig. 7) and E14 (protein spots 6, 7, 8, 14), signal intensities of these differentially expressed protein spots in the lean line was obviously stronger than those in the fat line. At E17, the differentially expressed protein spot 31 was down-regulated, whereas spot 57 was up-regulated in the fat line. At E21, differentially expressed protein spot 40 had higher expression abundance in the fat line.

**Fig. 6:**
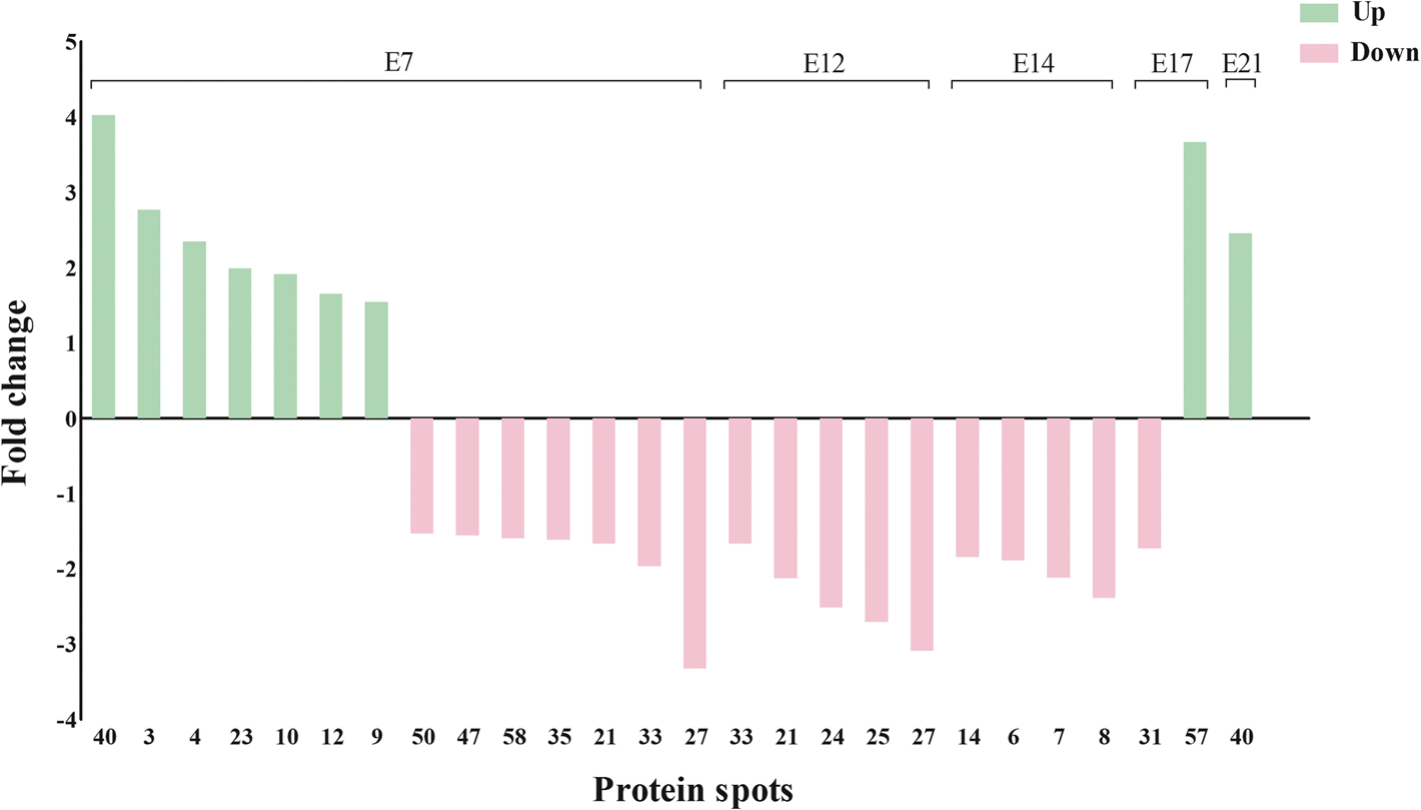
A total of 26 protein spots analyzed between the two lines at five time points. x-axis, differentially expressed protein spots. y-axis, fold change-Ratio (Fat/Lean). + and -, up- and down-regulated in the fat line

**Fig. 7:**
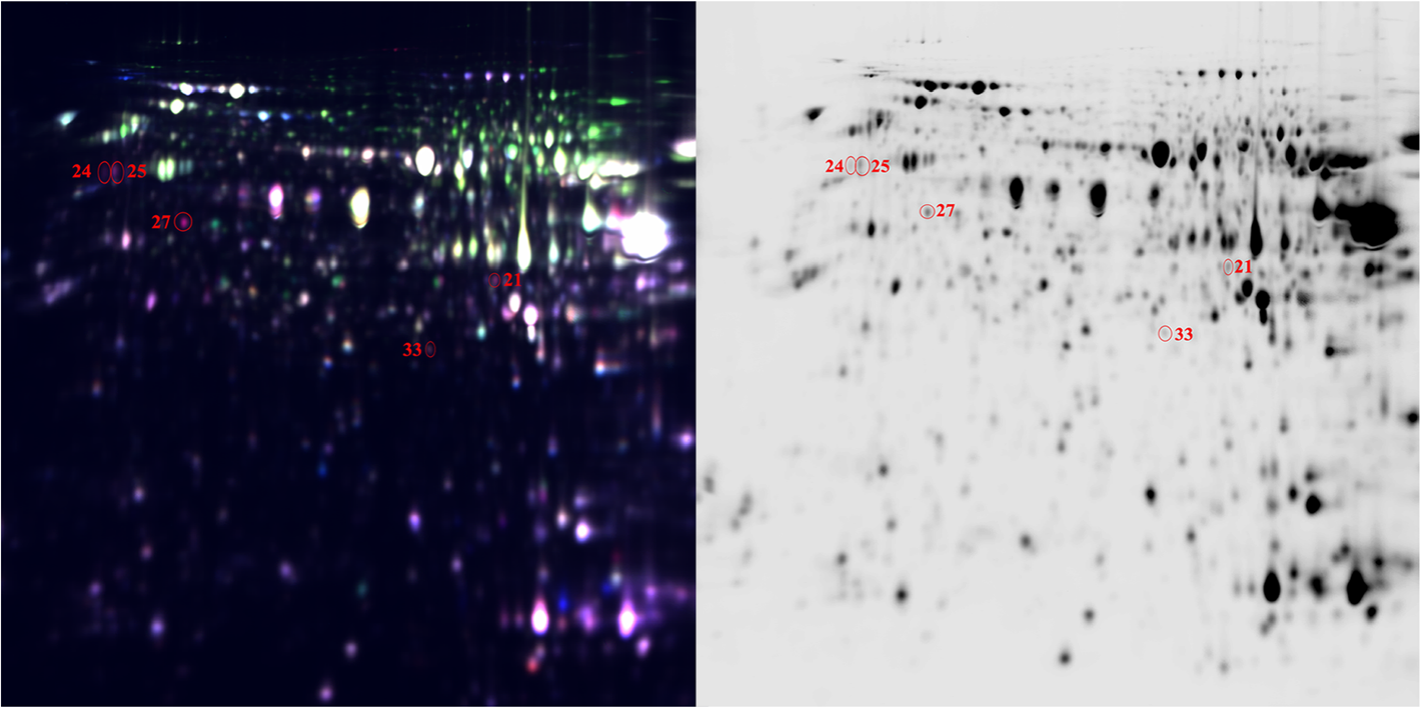
Representative 2D DIGE images. At E12, 5 differentially expressed protein spots were identified

A total of 26 differentially expressed protein spots were found at the five embryonic stages between the fat and lean lines, and after removing the 4 protein spots that repeated multiple times, 22 differentially expressed protein spots were identified by MALDI-TOF-MS. Except that 2 protein spots (4, 6) could not be identified, the remaining 20 protein spots matched to 17 proteins in the chicken protein database, and to 3 other proteins in protein databases of other species (Table 2).

**Table 2:** Features of the 20 differentially expressed proteins identified by MALDI-TOF-MS

Stage	Protein spot No.	Fold change-ratio (Fat/Lean)	Accession No. (NCBInr/UniProt)	Protein name	Molecular weight (kDa)	pI	Protein score	Protein score C.I.%	Subcellular localization
E7	3	2.77	gi|71895483	lysyl-tRNA synthetase	68,330.4	5.89	271	100	Cytoplasm; Mitochondrion
	4	2.35	Unknown protein						
	9	1.54	Q9YHT1	Succinate dehydrogenase [ubiquinone] flavoprotein subunit, mitochondrial	74,024.6	6.65	63	94.987	Mitochondrion
	10	1.91	Q5ZJ08	Tyrosyl-tRNA synthetase, cytoplasmic	59,703.1	6.24	76	99.743	Cytoplasm
	12^a^	1.65	gi|326927880	PREDICTED: transketolase-like [*Meleagris gallopavo*]	87,487.4	8.17	125	100	
	21^a^	−1.67	gi|326936041	PREDICTED: delta(3,5)-Delta(2,4)-dienoyl-CoA isomerase, mitochondrial-like, partial [Meleagris gallopavo]	16,841.6	6.9	99	99.971	
	23	1.99	gi|57530789	Thioredoxin domain-containing protein 5	47,249.1	5.61	167	100	
	27	−3.33	gi|45384226	Sulfotransferase	36,333.5	5.89	129	100	
	33	−1.97	gi|45384222	Heat shock protein beta-1	21,715	5.77	135	100	Cytoplasm; Nucleus; Mitochondrion
	35^a^	−1.62	gi|109032822	PREDICTED: transcription factor BTF3-like [*Macaca mulatta*]	17,669.1	5.74	181	100	
	40	4.02	O57535	Nucleoside diphosphate kinase	17,447.9	7.72	75	99.661	Cytoplasm; Cell membrane
	47	−1.56	gi|50751047	PREDICTED: inosine triphosphate pyrophosphatase	22,533.4	5.8	142	100	
	50	−1.53	gi|50755667	PREDICTED: NADH dehydrogenase [ubiquinone] 1 beta subcomplex subunit 10	20,769.2	5.98	181	100	
	58	−1.6	O57535	Nucleoside diphosphate kinase	17,447.9	7.72	123	100	Cytoplasm; Cell membrane
E12	21^a^	−2.13	gi|326936041	PREDICTED: delta(3,5)-Delta(2,4)-dienoyl-CoA isomerase, mitochondrial-like, partial [Meleagris gallopavo]	16,841.6	6.9	99	99.971	
	24	−2.52	gi|129293	Ovalbumin	43,195.6	5.19	197	100	Extracellular region
	25	−2.71	gi|129293	Ovalbumin	43,195.6	5.19	370	100	Extracellular region
	27	−3.09	gi|45384226	Sulfotransferase	36,333.5	5.89	129	100	
	33	−1.67	gi|45384222	Heat shock protein beta-1	21,715	5.77	135	100	Cytoplasm; Nucleus; Mitochondrion
E14	6	−1.89	Unknown protein						
	7	−2.12	P84407	Alpha-fetoprotein	72,857.6	6.26	66	97.655	Secreted
	8	−2.39	P84407	Alpha-fetoprotein	72,857.6	6.26	71	99.187	Secreted
	14	−1.85	gi|86129440	Coronin-1C	53,744.3	6,22	109	99.997	Intracellular
E17	31	−1.73	P08250	Apolipoprotein A-I	30,661.1	5.58	72	99.292	Secreted
	57	3.67	gi|56119000	Intestinal fatty acid-binding protein	15,079.7	6.62	247	100	Intracellular part
E21	40	2.46	O57535	Nucleoside diphosphate kinase	17,447.9	7.72	75	99.661	Cytoplasm; Cell membrane

^a^represents proteins matched to other databases. Unknown protein indicates protein spots could not be identified

These 17 proteins matching the chicken protein database included 3 proteins which had been identified twice, the alpha-fetoprotein (protein spots 7 and 8), ovalbumin (OVAL) (protein spots 24 and 25) and nucleoside diphosphate kinase (NDK) (protein spots 40 and 58), possibly due to different protein isoforms or posttranslational modifications (Table 2). For the 14 different DEPs, after GO analysis, 9 of them could be classified into 3 categories with regard to the molecular function: catalytic activity (67%), binding (22%), and transporter activity (11%). However, for the remaining 5, we could not find any hits related to the molcular function. These DEPs were mainly involved in the PPAR signaling pathway, citrate cycle (TCA cycle), fat digestion and absorption, oxidative phosphorylation, aminoacyl-tRNA biosynthesis and MAPK signaling pathways.

### Integrated analysis on transcriptome and proteome data

For the 14 DEPs identified by the comparative proteomics, 2 of them, alpha-fetoprotein and OVAL, had no data in the digital gene expression experiment. The transcriptional abundances of the remaining 12 DEPs were validated by qRT-PCR, at the same time points when significant differences of protein abundances were found. However, only were three genes, lysyl-tRNA synthetase (*KARS*), tyrosyl-tRNA synthetase (*YARS*) and intestinal fatty acid-binding protein (*FABP2*), validated to be significantly differentially expressed at E7 and E17, respectively (Fig. 8). 

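In the digital gene expression libraries at E7, *KARS* had 656 lean and 1381 fat tags, a log2 ratio of 1.13 (95% CI 0.99 to 1.26), and was a DEG. At E14 it was lower in the fat line, with 1252 lean and 701 fat tags (−0.80, 95% CI −0.94 to −0.67), which is under a 2-fold change. *YARS* at E7 had 293 lean and 270 fat tags, and its log2 ratio of −0.07 (95% CI −0.31 to 0.18) lay within counting error. *FABP2* at E17 had 0 lean and 18 fat tags, the latter 2.99 TPM, and was a DEG (FDR = 3.54e-05 from the Audic-Claverie test, lower 95% bound of the log2 ratio 2.08).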

When comparing the digital gene expression and qRT-PCR results, *KARS* and *YARS* had opposite expression trends at E7, and *FABP2* had a similar expression trend at E17. In addition, similar expression patterns to their digital gene expression results were obtained for 5 genes, succinate dehydrogenase [ubiquinone] flavoprotein subunit (*SDHA*) at E7, thioredoxin domain-containing protein 5 (*TXNDC5*) at E7, sulfotransferase (*SULT*) at E7 and E12, inosine triphosphatase (*ITPA*) at E7, and *ApoA-I* at E17. By contrast, opposite expression levels were found for 4 other genes, NADH dehydrogenase [ubiquinone] 1 beta subcomplex subunit 10 (*NDUFB10*) at E7, heat shock protein beta-1 (*HSPB1*) at E7 and E12, coronin-1C (*CORO1C*) at E14, and *NDK* at E7 and E21. Furthermore, a general correlation analyses showed that digital gene expression and qRT-PCR results were consistent with each other (correlation coefficients *r* = 0.86 and 0.84 for the lean and fat lines, respectively).

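The tags of *SDHA* at E7 were 2802 in the lean and 2190 in the fat library, a log2 ratio of −0.30 (95% CI −0.38 to −0.22). This lay beyond counting error and below a 2-fold change. *TXNDC5* at E7 had 530 lean and 564 fat tags (0.14, 95% CI −0.03 to 0.32) and was within counting error. The sulfotransferase, listed as *LOC395933*, had 35184 lean and 32586 fat tags at E7 (−0.06, 95% CI −0.08 to −0.04). *ITPA* at E7 had 14 lean and 0 fat tags and was the only DEG among these 4 genes at that stage (FDR = 0.000532 from the Audic-Claverie test). Its log2 ratio has an upper 95% bound of −1.68.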

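In the libraries at E7, *NDUFB10* had 34 lean and 266 fat tags (log2 ratio 3.02, 95% CI 2.50 to 3.58). Its direction was the opposite at E14, with 404 lean and 21 fat tags (−4.23, 95% CI −4.94 to −3.60). *HSPB1* at E7 had 114 lean and 96 fat tags (−0.20, 95% CI −0.60 to 0.21), a difference within counting error. *CORO1C* at E14 had 343 lean and 306 fat tags (−0.13, 95% CI −0.36 to 0.09). This difference was within counting error too, and with TMM scaling the log2 ratio was 0.048. The NDK transcript, listed as *NME2*, was higher in the fat line at both stages. It had 2769 lean and 3476 fat tags at E7 (0.38, 95% CI 0.31 to 0.45), and 2063 and 2649 at E21 (0.30, 95% CI 0.22 to 0.39).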

**Fig. 8:**
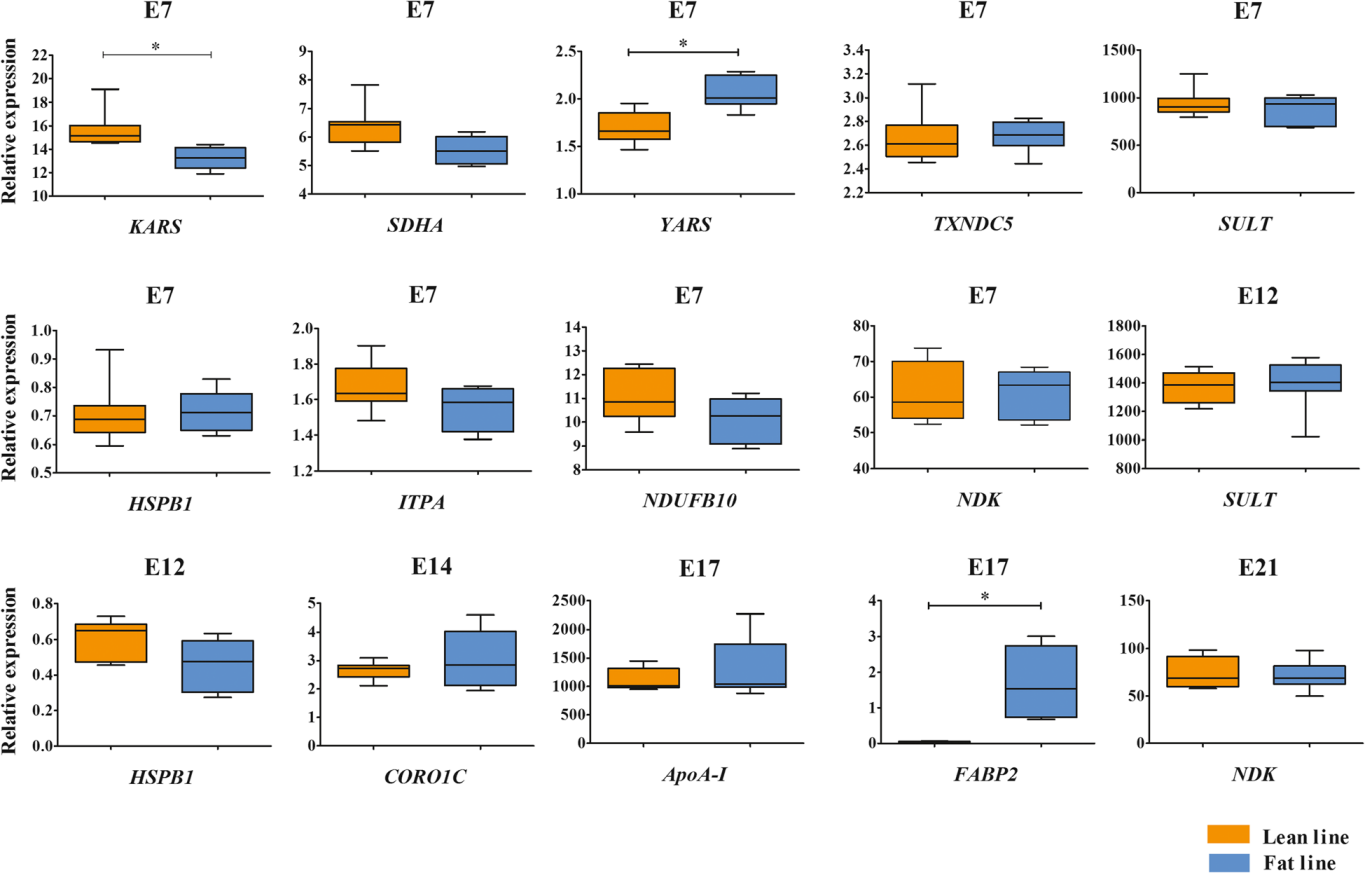
Validation by qRT-PCR of proteins identified by comparative proteomics. After qRT-PCR analyses on 12 genes selected from 20 proteins found by comparative proteomics, consistent results between digital gene expression and qRT-PCR were found. *KARS, YARS* and *FABP2* were significantly differentially expressed (*, *P* < 0.05)

To validate the proteomics results, the western blot experiment was performed for ApoA-I and FABP2. We selected these two proteins, based on the facts that ApoA-I antibody is prepared in the lab and ready-to-use, FABP2 antibody is commercially available and the antigenic epitope of the commercial FABP2 antibody is relatively conserved (72% similarity to human). Western blot results confirmed that ApoA-I and FABP2 had significantly differential abundance at E17 (Fig. 9a, b).

**Fig. 9:**
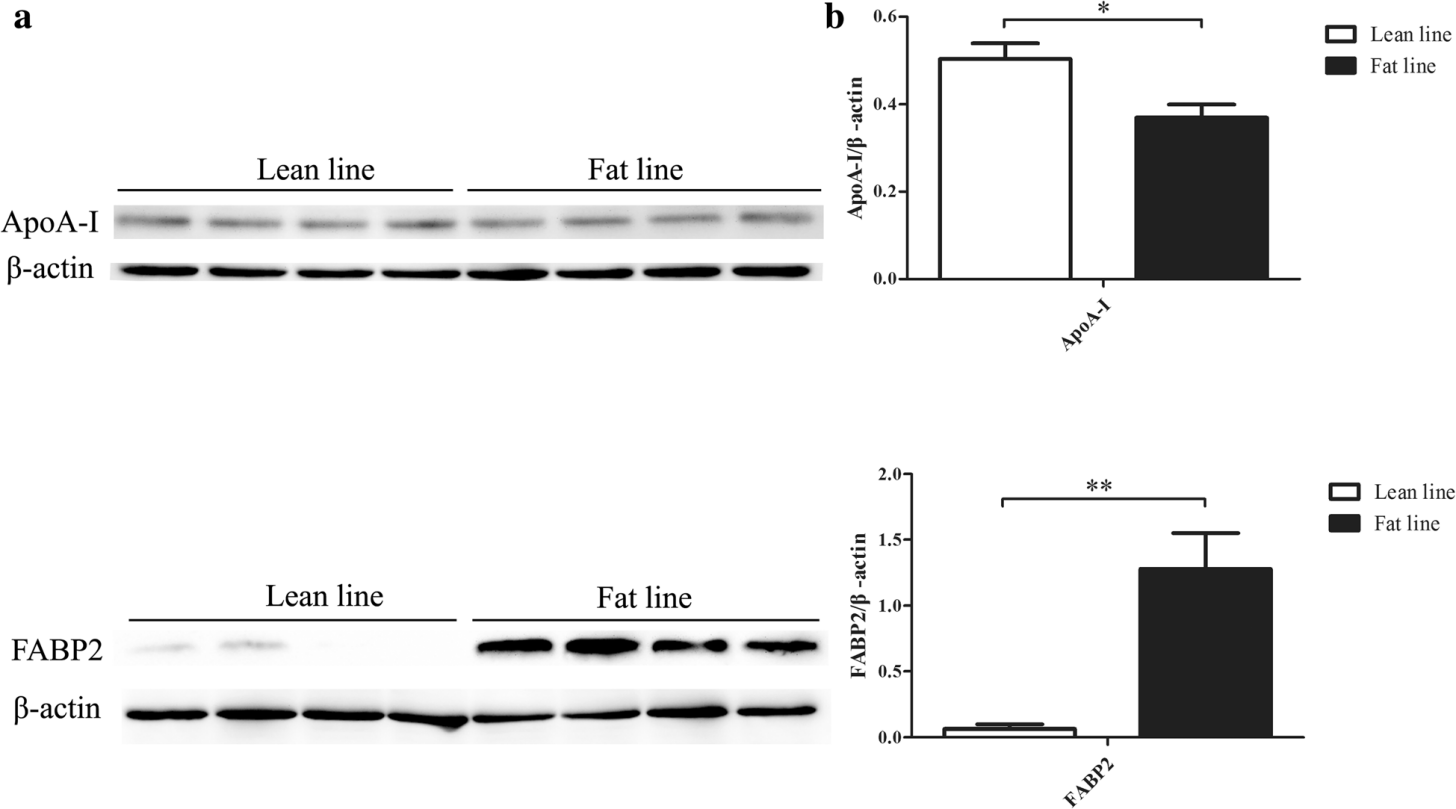
Western blots for ApoA-I and FABP2. Four hepatic tissue samples at E17 were assayed for the lean and fat chicken lines, respectively. For ApoA-I, the lean line were significantly higher than the fat line (a, b). In contrast, for FABP2, the fat line had strikingly higher protein level than the lean line (a, b)

Furthermore, joint analysis on mRNA and protein expression data based on qRT-PCR results and proteomics results was performed, to see if the mRNA and protein abundance levels of 12 DEPs were consistent with each other. The 12 DEPs were classified into two main groups. Group I contained 3 proteins significantly differentially expressed at both transcriptional and protein expression levels, which could be divided into two subgroups. Subgroup 1 included 2 proteins, in which YARS and FABP2 were significantly higher in the fat birds at E7 and E17. In contrast, in subgroup 2, the protein level of KARS was opposite to its transcriptional level at E7. In Group II, 9 DEPs were not significantly differentially expressed at the transcriptional levels, which could also be classified into 2 subgroups. Subgroup 1 has 6 DEPs with well-matched tendency of transcriptional levels, including TXNDC5, SULT, ITPA, NDUFB10, NDK (protein spot 58) at E7, HSPB1 at E12. Subgroup 2 has 6 DEPs with opposite transcriptional trends, including SDHA, HSPB1 at E7, SULT at E12, CORO1C at E14, ApoA-I at E17, NDK (protein spot 40) at E7 at E21. Subgroups 1 and 2 shared three genes, SULT, HSPB1 and NDK, showing different patterns of transcriptional abundances at different embryonic stages (Table 3).

**Table 3:** Joint analyses on differentially expressed genes and proteins in qRT-PCR and comparative proteomics

Group	Stage	Protein name	Gene name	DEPs in comparative proteomics	Differential expression genes in qRT-PCR	Molecular function	Biological process
Group I-subgroup 1	E7	Tyrosyl-tRNA synthetase, cytoplasmic	*YARS*	Y (Fat > Lean)	Y (Fat > Lean)	Aminoacyl-tRNA ligase activity	Amino acid synthesis
	E17	Intestinal fatty acid-binding protein	*FABP2*	Y (Fat > Lean)	Y (Fat > Lean)	Lipid binding, transporter activity	Lipid transport
Group I-subgroup 2	E7	lysyl-tRNA synthetase	*KARS*	Y (Fat > Lean)	Y (Lean > Fat)	Aminoacyl-tRNA ligase activity	Amino acid synthesis
Group II-subgroup 1	E7	Thioredoxin domain-containing protein 5	*TXNDC5*	Y (Fat > Lean)	N (Fat > Lean)	Disulfide oxidoreductase activity	Protein folding
	E7	Sulfotransferase	*SULT*	Y (Lean > Fat)	N (Lean > Fat)	Sulfotransferase activity, transferase activity	Sulfuryl transfer
	E7	PREDICTED: inosine triphosphate pyrophosphatase	*ITPA*	Y (Lean > Fat)	N (Lean > Fat)	Pyrophosphatase activity	Nucleotide metabolic process
	E7	PREDICTED: NADH dehydrogenase [ubiquinone] 1 beta subcomplex subunit 10	*NDUFB10*	Y (Lean > Fat)	N (Lean > Fat)	Binding, NADH dehydrogenase (quinone) activity	Energy metabolism
	E7	Nucleoside diphosphate kinase (protein spot 58)	*NDK*	Y (Lean > Fat)	N (Lean > Fat)	Nucleoside diphosphate kinase activity	Lipid transport
	E12	Heat shock protein beta-1	*HSPB1*	Y (Lean > Fat)	N (Lean > Fat)	Molecular chaperone-mediated protein folding	Lipid clearance
Group II-subgroup 2	E7	Nucleoside diphosphate kinase (protein spot 40)	*NDK*	Y (Fat > Lean)	N (Lean > Fat)	Nucleoside diphosphate kinase activity	Lipid transport
	E7	Succinate dehydrogenase [ubiquinone] flavoprotein subunit, mitochondrial	*SDHA*	Y (Fat > Lean)	N (Lean > Fat)	Adenyl nucleotide binding, succinate dehydrogenase activity	Energy metabolism
	E7	Heat shock protein beta-1	*HSPB1*	Y (Lean > Fat)	N (Fat > Lean)	Molecular chaperone-mediated protein folding	Lipid clearance
	E12	Sulfotransferase	*SULT*	Y (Lean > Fat)	N (Fat > Lean)	Sulfotransferase activity, transferase activity	Sulfuryl transfer
	E14	Coronin-1C	*CORO1C*	Y (Lean > Fat)	N (Fat> Lean)	Cytoskeletal protein binding	Actin cytoskeleton organization
	E17	Apolipoprotein A-I	*ApoA-I*	Y (Lean > Fat)	N (Fat > Lean)	Cholesterol binding, cholesterol transporter activity	Lipid transport
	E21	Nucleoside diphosphate kinase (protein spot 40)	*NDK*	Y (Fat > Lean)	N (Lean > Fat)	Nucleoside diphosphate kinase activity	Lipid transport

Y and N represent yes and no, respectively

## Discussion

Nowadays, to reduce fat deposition is still an important goal for commercial chicken breeding program [5]. In avian species, the liver is the main site of de novo fatty acid synthesis [7], while the adipose tissue serves mainly as a storage tissue [6, 15]. Accumulation of triacylglycerols in adipose tissue is directly related with hepatic lipogenesis [9]. Using NEAUHLF, a suitable animal model to study the molecular mechanism of adipose tissue growth and development, we previously found genes and molecular pathways important for hepatic lipid metabolism (*PPARγ*, *LBFABP*, ApoA-I, AFABP and glycol-metabolism) in the liver and adipose tissues at 1, 4 and 7 weeks of age by microarray and proteomics analyses [10–13]. However, whether there are differences on hepatic lipid metabolism between the two lines in embryonic stages remains unknown. In the current study, we compared transcriptome and proteome profiling on hepatic tissues sampled from 5 different embryonic stages between the two lines. Integrated mRNA and protein expression data showed that 8 DEPs (2 and 6 in subgroups 1 of Group I and II, respectively), YARS, TXNDC5, SULT, ITPA, NDUFB10, NDK (protein spot 58) at E7, HSPB1 at E12, and FABP2 at E17, had similar trend of transcriptional levels. However, 7 DEPs (1 and 6 in subgroups 2 of Group I and Group II, respectively), KARS, SDHA, HSPB1 at E7, SULT at E12, CORO1C at E14, ApoA-I at E17, and NDK (protein spot 40) at E7 at E21, had opposite transcriptional trends. Inconsistency between mRNA and protein expression levels probably comes from a variety of factors involved in the regulation of mRNA and protein abundances, such as (post-) transcriptional and (post-) translational regulation, protein modification, protein-protein interaction, and other regulatory mechanisms as well [16]. Among these 12 DEPs, FABP2, NDK and ApoA-I were involved in lipid transport; HSPB1 was related to lipid clearance; SULT and TXNDC5 could participate in hepatic lipid metabolism through PPARγ and apolipoprotein B (ApoB); SDHA and NDUFB10 were involved in energy metabolism. However, for KARS, YARS, ITPA and CORO1C, no reports on their direct relationship with lipid metabolism are available.

Proteins related to lipid transport, FABP2, NDK and ApoA-I, were found to be differentially expressed between the two lines in the present study. 

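In the fat line *FABP2* (intestinal fatty acid-binding protein) had 176 tags at E7, 166 at E12, 285 at E14, 18 at E17 and 6 at E21. The lean line had 278 tags at E7 and 53 at E14. The log2 ratio was −0.61 at E7 (95% CI −0.89 to −0.33) and 2.46 at E14 (95% CI 2.03 to 2.91), where the gene was a DEG. At E21 the 6 fat tags stood against 0 lean tags, with an FDR of 0.084 by the Audic-Claverie test, so a difference could not be called at this depth. The lean library at E12 was not analysed here.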

FABP2, also known as intestinal FABP (I-FABP), had higher protein and mRNA abundances in the fat broilers at stages of rapid growth and development (E12, E14, E17 and E21) found by both transcriptome and proteome analyses, which were also validated to be significantly differentially expressed between the two lines at E17 by western blot and qRT-PCR. FABP2 is involved in lipid metabolism, especially in the uptake, intracellular metabolism and transport of long chain fatty acids [17, 18]. FABP2 may also influence mitochondrial fatty acid oxidation and free cholesterol transport by regulating gene expression and interaction with nuclear receptors [19]. The higher expression level of FABP2 in the fat birds may imply that the fat birds have stronger capacity of lipid transport.

In the present study, mass spectrometry results showed NDK had two isoforms (protein spots 40 and 58). The abundance of protein spot 40 in the fat line was significantly higher than that in the lean line at E7 and E21, and the transcriptional level of NDK was higher in the lean line compared to the fat line at E7 and E21. However, for protein spot 58 at E7, its mRNA and protein abundance was down-regulated in the fat birds. Human studies also indicate that NDK have two isoforms. Though the two isoforms are closely related in amino acid sequences (88% identity), they display significant differences in cellular functions [20]. NDK catalyzes phosphoryl transfer from a nucleoside triphosphate to a nucleoside diphosphate, and functions in the metabolic pathway [21]. NDK regulates synaptic vesicle internalization, where the dynamin GTPase is required to function [22], and is indispensable in energy metabolism in development [23]. Recently, it was found that NDK is a lipid-dependent mitochondrial switch in both phosphor-transfer and inter-membrane cardiolipin transfer, which relates to apoptotic signaling and other putative functions, potentially important in lipid metabolism [24, 25].

In addition, for ApoA-I that is also involved in lipid transport, we found that the lean birds had a significantly higher ApoA-I protein abundance at E17. However, no transcriptional difference for *ApoA-I* in the embryonic liver was found between the fat and lean broilers at E17, suggesting the *ApoA-I* may be regulated at the translational level. 

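At E17 *APOA1* had 6935 lean tags (1196 TPM) and 8941 fat tags (1487 TPM). The log2 ratio of 0.31 (95% CI 0.27 to 0.36) lay beyond counting error (FDR = 9.94e-41 from the Audic-Claverie test, which compares 2 libraries) and below the 2-fold change set for DEGs. The fat library was also the higher at E7 (0.32), E14 (0.62) and E21 (0.25), and the gene was a DEG at none of the 4 stages.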

We previously examined ApoA-I and its association with fat deposition using genetics, gene expression and proteomics methods in adipose tissues [12, 13]. ApoA-I is a major component of high-density lipoprotein (HDL) in the plasma [26], and can promote cholesterol efflux from peripheral tissues to the liver to keep body cholesterol in balance [27]. ApoA-I can not only function as a key lipoprotein to transport cholesterol, but can also inhibit fatty acid synthesis in mice [28]. Thus, we speculate that ApoA-I can influence embryonic liver lipid metabolism, and contribute to the striking differences of abdominal fat deposition between the fat and lean chicken lines.

HSPB1 could be related to lipid clearance, and protein levels were significantly higher in the lean birds at E7 and E12 as revealed by quantitative proteomics. At E12, both transcriptional and protein expression levels of HSPB1 agreed with each other. But at E7, the protein level of HSPB1 was opposite to its transcriptional level, which may be due to post-translational modification [29]. HSPB1 (also known as HSP27) serves as an ATP-independent chaperone [30]. In mammals, it has been reported that obese subjects had higher anti-HSP27 antibody levels [31], and induction of HSP27 may blunt the adverse effect of fat overexposure on insulin function [32]. In diabetic hearts, the phosphorylation of HSP27 enhanced lipoprotein lipase activity and promoted hydrolysis of triglyceride-rich lipoproteins to fatty acids [33]. Phosphorylated HSP27 promotes autophagy and hepatic lipid clearance via autophagy-lysosome pathway in human hepatic cells [34]. We previously found that HSP27 protein was down-regulated in the abdominal adipose tissue of fat birds [12, 13], and here we found that HSP27 was down-regulated in the liver tissue of fat birds at E7 and E12. Taken together, our data strongly suggest that HSP27 might be important for hepatic lipid metabolism in chickens.

We identified also 2 other proteins, SULT and TXNDC5, potentially important for lipid metabolism in chicken embryos. The protein and transcriptional abundance of SULT was all higher in the lean line at E7, whereas the protein level of SULT was opposite to its transcriptional level at E12. In humans, SULT shows nuclear translocation and can be post-translationally modified [35]. The different expression patterns of SULT in protein and transcription levels could also be due to post-translational modification at E12 [35]. Sulfotransferase is a transferase enzyme known to catalyze the transfer of a sulfo group from a donor molecule to an acceptor group of numerous substrates [36], and reactive groups for a sulfonation via sulfotransferases may be part of a protein, lipid, or steroid [37]. It is capable of responding to inflammatory cues and controlling lipid metabolism by PPARγ in humans [38]. The different expression of SULT between the two lines at E7 and E12 showed that SULT may participate in hepatic lipid metabolism via PPARγ in the chicken. Both transcriptional and protein expression levels of TXNDC5 was higher in the fat chickens at E7. TXNDC5 has a protein disulphide isomerase-like domain, and belongs to the thioredoxin family, which is thought to catalyze disulphide formation to aid protein folding or to regulate protein function against endoplasmic reticulum stress induced by oxidative insults. TXNDC5 protein and mRNA levels were significantly associated with hepatic fat content in *ApoE*-knockout mice [39]. TXNDC5 modulated adiponectin signalling by interacting with adiponectin receptor 1 (AdipoR1) [40] and contributed to increased risk of hepatocellular carcinoma development [41]. Moreover, we found also that proteins in the oxidative stress pathway were differentially expressed. Oxidative stress can alter the expression of *ApoB*, and VLDL secretion [42]. Therefore, TXNDC5 could couple with the control of *ApoB* levels by the oxidative stress pathway, to exert its effect on subsequent hepatic lipid metabolism.

Succinate dehydrogenase (SDH) and NDUFB10 could participate in energy metabolism. The protein abundance of SDHA was higher in the fat line, whereas the protein level was opposite to its transcriptional level at E7. The mRNA and protein levels of NDUFB10 were higher in the lean lines at E7. SDH is known as succinate-ubiquinone oxidoreductase, a complex of the mitochondrial respiratory chain. The complex is composed of four nuclear-encoded subunits (SDHA, SDHB, SDHC and SDHD). It has a role in citric acid cycle and mitochondrial energy generation in mammals [43]. NDUFB10 is a subunit of the NADH dehydrogenase (ubiquinone) complex, located in the mitochondrial inner membrane [44]. The different expression of SDHA and NDUFB10 indicated that the fat birds and lean birds had differences in regard to energy metabolism.

We found two Aminoacyl-tRNA synthetases (KARS and YARS), which are important for amino acid synthesis, were differentially expressed between the fat and lean birds in liver tissue at E7. Both the protein and mRNA expression levels of YARS were significantly higher in the fat birds at E7. The protein level of KARS was significantly higher in the fat birds at E7 and the mRNA level was significantly higher in the lean birds at E7. They catalyze the aminoacylation of tRNA by their cognate amino acid [45]. A number of studies reported that the functions of ARSs were also associated with RNA splicing, immune responses, angiogenesis and cell fate determination besides protein synthesis [46]. But the functions of the two proteins in chicken hepatic lipid metabolism are not very clear.

Two proteins (ITPA, CORO1C) were found to be differentially expressed between the two lines at E17 and E14, respectively. ITPA had higher protein and mRNA abundances in the lean broilers at E7. The protein abundance of CORO1C was significantly higher in the lean broilers at E14, whereas transcriptional abundance was higher in the fat broilers. However, their functions on lipid metabolism remain to be investigated.

In poultry, fat deposition depends on the availability of plasma triglycerides, which are transported as components of lipoproteins [9]. Fattening therefore is in connection with three aspects of lipid metabolism: (1) lipid synthesis; (2) lipid transport; and (3) lipid utilization. It is reported previously that the liver of the avian embryo has the capacity for lipoprotein synthesis, secretion and β-oxidation [47], though lipogenesis within the embryonic liver tissue is low [48]. Moreover, the chick embryo liver has a very high capacity for β-oxidation, and fatty acid oxidation provides most of the energy that is required for embryo development [49]. As mentioned above, we found that genes/proteins related to lipid transport and energy metabolism were differentially expressed in the embryonic liver between the fat and lean lines. As a result, differences of transport and utilization of lipids as well, will appear. This could be one of the underlying reasons for the significant difference of fat deposition between our two chicken lines, starting at 7 days posthatch [50].

## Conclusions

Molecular differences related to lipid transport, lipid clearance and energy metabolism exist for hepatic lipid metabolism at embryonic stages between the fat and lean chicken lines, which might contribute to the striking differences of abdominal fat deposition at post-hatch stages.

## Methods

### Chicken embryos

The fertilized chicken eggs were chosen from the 14th generation of Northeast Agricultural University broiler lines divergently selected for high and low abdominal fat content (NEAUHLF), 200 each for the fat and lean lines, respectively. The fertilized chicken eggs were all hatched in the same conditions at Northeast Agricultural University hatchery.

### Collection of liver tissues

Liver tissues were collected from chicken embryos at the five embryonic stages, E7, E12, E14, E17 and E21. The start of the incubation period was referred to as “E1” (1-day-old embryos) and “E21”, for newly hatched birds. Liver tissues were collected from chicken embryos under aseptic conditions, frozen immediately in liquid nitrogen, and stored at − 80 °C.

### RNA sample preparation and digital gene expression

Except 30 liver samples from embryos at E7 were pooled together for RNA extraction, for the remaining four embryonic stages, 15 samples were used, respectively. Total RNAs from the 10 samples were extracted using Trizol (Invitrogen), and RNA quality and concentration were evaluated, to ensure RNA integrity number (RIN) ≥ 9.

Sequencing libraries for digital gene expression analyses were prepared according to the following procedures. Messenger RNAs were purified from 6 μg total RNA, and reversely transcribed into cDNA, which was then digested using the restriction enzyme *Nla*III (recognition sites: 5′-…CATG/GTAC…-3′). Adapter 1 (Illumina) was then ligated to the 5′-end, and the restriction enzyme *Mme*I was then added, which can recognize the nucleotide sequences composed of adapter 1 and CATG, and then cut at the downstream 17 bp site, to produce tags labelled with adapter 1. Then adapter 2 (Illumina) was ligated with these tags, and 15 cycles of PCR were performed. PCR products were run on 6% TBE PAGE and purified, which were then submitted to Illumina HiSeq™ 2000 for digital gene expression analysis (BGI, Shengzhen).

### Bioinformatics analyses of sequencing data

Procedures for analyzing the digital gene expression profiling data were briefly described as follows. Short reads generated were assessed first for their sequence quality and reads of poor quality were discarded. Libraries containing all possible indices were built. Assessment of sequencing quality was performed, such as distribution of distinct tags (Additional file 8), and proportion of clean tags (all > 96%) (Additional file 9). Reference tag library was created by analyzing mRNAs containing the restriction enzyme *Nla*III recognition sites (CATG) and 17 bases of the reference gene sequences, which was then used for the alignment of generated short reads, with only one base mismatch allowed. Unambiguous tags mapped to one gene were annotated and novel transcripts were discovered by comparing to known transcripts in the database. 

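To see how the number of genes depends on sequencing volume, tags were drawn at random from each library until it held 2000000 clean tags. Between 93.9% and 95.0% of the genes of the whole library were still found. In the lean E7 library 8305 of its genes (94.2%) remained. The authors' limit of 2 copies per tag was not applied again to the drawn tags, so these shares may be too high.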

Number of genes and its relationship with the sequencing volume was evaluated (2 M required to identify maximum number of genes, and all 10 libraries > 3 M) (Additional file 10). Annotated genes and their expression levels were determined and used for downstream differential expression and gene pathway analyses. 

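Over the genes with at least 1 tag, the median expression of a library lay between 5.52 TPM (lean E17) and 7.98 TPM (fat E7), with a median over the 9 libraries of 6.61 TPM. In the lean E7 library the middle 50% of genes lay between 1.67 and 24.6 TPM.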

All genes expressed at a level centred around 10 TPM (transcripts per million clean tags). Furthermore, antisense transcripts were also found, but without significant differences in numbers between lines (Additional file 11). Differentially expressed genes were identified according to the methods described previously [51], and false discovery rate was used for multiple testing correction. We used a criteria of FDR ≤ 0.001 and fold changes ≥2. GO and pathway enrichment analysis was performed by using the GO database (http://www.geneontology.org/) [52] and the KEGG pathway (http://www.genome.jp/kegg/) [53].

### Protein sample preparation and 2-D DIGE

There were three replicates for samples at each stage, and each replicate contained a mixture of liver tissues from more than five different animals, respectively. Total proteins were extracted from liver tissues using Trizol (Invitrogen, Carlsbad, CA) according to the manufacturer’s protocol with minor modifications as follows. The liver tissue samples were dissolved in lysis buffer containing 7 M urea, 2 M thiourea, 4% CHAPS, 10 mM Tris (pH 8.5) and 1 × protease inhibitor cocktails (Roche Diagnostics GmbH, Mannheim, Germany). Then, to remove insoluble materials, samples were centrifuged at 25,000 g for 30 min. Total proteins were purified by 2D Clean-Up Kit (GE Healthcare, Chalfont St Giles, UK), and protein concentration was determined by 2D Quant Kit (Amersham Biosciences Corp., Piscataway, NJ). Protein stock solutions were kept at a final concentration of 5 mg/mL. We compared and analyzed 30 samples on a total of 15 gels (two samples on one gel). Details of the experimental design were briefly described as follows. Protein samples labeled with Cy3 or Cy5 fluorescent dyes were loaded on the same gel, together with an internal standard labeled with Cy2. The labeling reaction was carried out using 400 pmol dyes for 50 μg protein, according to the manufacturer’s instructions (GE Healthcare). Each sample was labeled three times to minimize the influence of dye and systematic errors. Then, samples labeled with three different dyes were mixed, and an equal volume of 2 × sample buffer (7 M urea, 2 M thiourea, 4% CHAPS, 50 mM DTT, 2% pharmalytes 3–10 NL) were added. Final sample volume was brought to 350 μL, with additional sample dissolved in a rehydration buffer (7 M urea, 2 M thiourea, 2% CHAPS, 2% pharmalytes 3–10 NL, 20 mM DTT). First-dimension electrophoresis was conducted with the IPGphor3 isoelectric focusing system (GE Healthcare) using IPG strips (18 cm, pH 3–10 NL), with a total focusing time of 8 kVh at 20 °C. Prior to SDS-PAGE, each strip was equilibrated with 15 mL equilibration buffer A (6 M urea, 50 mM Tris-HCl, pH 8.8, 30% glycerol, 2% SDS, 0.002% Bromophenol blue, 10 mM DTT) on a rocking table for 15 min, followed by a treatment of another 15 min in 15 mL equilibration buffer B (6 M urea, 50 mM Tris-HCl, pH 8.8, 30% glycerol, 2% SDS, 0.002% bromophenol blue, 25 mg/mL iodoacetamide). The strips were then loaded onto the 12.5% acrylamide gels, and gels were run under a constant power at 12 °C first with 2 W/strip for 60 min, and then 15 W/strip, until the bromophenol blue reached the bottoms of the gels.

### Scanning and image analysis

Gels were scanned by the Typhoon 9400 scanner (GE Healthcare). Cy2, Cy3, and Cy5 images for each gel were taken at 488/520, 532/580 and 633/670 nm excitation/emission wavelengths, respectively, adjusting the pixel resolution to 100 mm. All gels were scanned at 50 nm resolution, and the intensity was adjusted to ensure that the maximum volume of each image was within 50,000–80,000. Images were cropped to remove areas extraneous to the gel image, using Image Quant V 5.2 (Amersham Biosciences, UK). Image analysis was performed with DeCyder 6.5 (GE Healthcare). The DeCyder BVA module was used to performing comparative cross-gel statistical analysis of all spots, permitting the detection of differentially expressed spots between experimental groups (t-test, *P* < 0.05). Protein spots with a fold change of at least 1.5 were analyzed.

### Spot picking and in-gel digestion

Gels were fixed and stained with Coomassie brilliant blue (CBB). Proteins of interests, as defined by the 2D-DIGE/DeCyder analysis, were excised from the CBB-stained gels. Gel pieces were added into 100 mmol/L NH_4_HCO_3_ solution buffer in 30% acetonitrile, to decolor for 15 min. The precipitate was collected and washed in 100% acetonitrile and put aside at room temperature for 5 min. After vacuum drying, the gel pieces were incubated with modified trypsin (sequencing grade) at a final concentration of 50 ng/uL at 4 °C for 60 min, and then treated in 50 mmol/L NH_4_HCO_3_ for 16 h at 37 °C. Digested peptide mixtures were extracted twice with 0.1% TFA in 60% acetonitrile. Then, the extracted solutions were blended, lyophilized and kept at − 20 °C for further identification by MS.

### MALDI-TOF-TOF MS analysis and database search

For MALDI-TOF-TOF MS analysis, 1 uL of sample was mixed with 1 uL of matrix and loaded onto the MALDI-TOF slides, and the spot number and sample name were recorded. MALDI-TOF-TOF MS analysis was performed on a 4800 Plus MALDI-TOF-TOF™ analyzer (Applied Biosystems, Foster City, CA, USA). The obtained spectra of proteins were submitted for online database searching against NCBInr and Swiss-Prot databases, using MASCOT program (http://www.matrixscience.com). The following parameters were adopted when searching protein databases: 0.1 Da mass tolerance for peptides and 0.3 Da mass tolerance of TOF-TOF fragments, allowed 50 ppm mass outlier error, reduced Min S/N to 20. Only significant hits were accepted, as defined by the MASCOT probability analysis (*P* < 0.05). Positive hits with either protein score confidence interval (CI) % or Ion CI% greater than 95 were considered significant. GO analysis was performed by using the GO database (http://www.geneontology.org/) [52].

### qRT-PCR

Liver samples were prepared as aforementioned. For E7, at least 15 liver samples were combined into one biological replicate. For E12 and E14, 5 liver samples were mixed together. For E17 and E21, only were 3 liver samples grouped together. Three biological replicates were assayed for the validation of 12 DEGs, while three (E7 and E12), four (E14 and E17), and five (E21) biological replicates were assayed for 12 DEPs, respectively. Primers were designed to span introns and the sequences were listed as in Additional file 12.

Total RNA of liver tissues (50-100 mg) was isolated using Trizol (Invitrogen, Carlsbad, California) according to the manufacturer’s recommendations. RNA concentration was determined by spectrophotometry, and RNA quality was checked on 1.5% agarose gel. cDNAs were reverse transcribed from 1 μg of total RNA at 25 °C for 5 min, 42 °C for 60 min, and 70 °C for 15 min, using 0.5 μL an oligo(dT) primer (Takara, Daliang, China), and 1.0 μL ImProm-II reverse transcriptase (Promega, Madison, WI) in a final volume of 20 μL. TATA box-binding protein (*TBP*) was used as an internal reference to normalize the expression data.

qRT-PCR reactions were performed using FastStart Universal SYBR Green Master kit (Roche) on QuantStudio™ Real-time PCR System following cycling conditions: 1 cycle at 50 °C for 2 min and 95 °C for 10 min, 40 cycles at 95 °C for 15 s and 60 °C for 1 min, and a melting curve analysis (95 °C for 15 s, 60 °C for 1 min and 95 °C for 30 s). Relative expression levels were calculated using the 2^−ΔCt^ method [54]. Data were analyzed using the T-test and *p*-value <0.05 was considered to be significant.

### Western blot

Liver samples used in qRT-PCR at E17 were homogenized in Radio Immunoprecipitation Assay (RIPA) buffer (50 mM Tris, PH 7.4, 150 mM NaCl, 1% Triton X-100, 1% sodium deoxycholate, 0.1% SDS) with 10 mM of a protease inhibitor Phenylmethanesulfonyl fluoride, and centrifuged at 13,000×*g* for 10 min. The total protein samples were separated by 12% SDS-PAGE and transferred onto nitrocellulose membranes. After blocking with 5% nonfat milk in PBS with Tween-20 (PBST) for 2 h at room temperature, the membranes were incubated with antibodies against ApoA-I (1:800 dilution; Abmart, Shanghai, China), FABP2 (1:800 dilution; Santa Cruz, Dallas, USA) or β-actin (1:1000 dilution; TransGen, Beijing, China) overnight at 4 °C. The rabbit anti-chicken ApoA-I antibody was prepared in our lab. Then, the membranes were washed with PBST for five times and incubated with goat anti-rabbit or goat anti-mouse conjugated with horseradish peroxide (1:5000 dilution; Beyotime, Beijing, China) for 1 h at room temperature. Following five washes with PBST, signals were tested using super ECL kit (HaiGene, Harbin, China). Densitometric measurement of the bands was analyzed using a laboratory imaging and analysis system (lane 1D), and then t-test was used for the statistical significance analysis.

## Additional files

Additional file 1: **Figure S1.** Number of genes expressed and novel transcripts. L and F represent the lean and fat chicken lines, respectively. (DOC 177 kb)

Additional file 2: **Table S1.** DEGs identified in liver of E7 embryos between the fat and lean lines. RawIntensity, raw copy number of tag; TPM, normalized expression of tag; log2 Ratio, log2 (fold changes of differentially expressed genes); FDR, false-discovery rate. (XLSX 72 kb)

Additional file 3: **Table S2.** DEGs identified in liver of E12 embryos between the fat and lean lines. (XLSX 27 kb)

Additional file 4: **Table S3.** DEGs identified in liver of E14 embryos between the fat and lean lines. (XLSX 125 kb)

Additional file 5: **Table S4.** DEGs identified in liver of E17 embryos between the fat and lean lines. (XLSX 138 kb)

Additional file 6: **Table S5.** DEGs identified in liver of E21 embryos between the fat and lean lines. (XLSX 31 kb)

Additional file 7: **Figure S2.** Protein profiling on liver tissues of chicken embryos. A total of 15 gels were assayed, and each gel contained three samples. Samples from the lean and fat chicken lines were labeled with Cy3 and Cy5, respectively. A pooled sample was used as the internal standard, labeled with Cy2. (DOC 4823 kb)

Additional file 8: **Figure S3.** Distribution of distinct tags. “Tags Containing N”, tags containing unknown bases; “Only adaptors”, reads containing only the adaptor sequence; “Copy Number < 2”, tags whose copy number is less than 2; “Clean tags”, tags remained after quality control and used for downstream analysis. L and F represent the lean and fat chicken lines, respectively. (DOC 176 kb)

Additional file 9: **Figure S4.** Proportion of clean tag numbers (> 96%). L and F represent the lean and fat chicken lines, respectively. (DOC 166 kb)

Additional file 10: **Figure S5.** Relationship of library size with percentage of genes identified. (DOC 64 kb)

Additional file 11: **Figure S6.** Number of antisense transcripts. L and F represent the lean and fat chicken lines, respectively. (DOC 144 kb)

Additional file 12: **Table S6.** Primer sequences used for qRT-PCR. (DOC 43 kb)

## Abbreviations

ACADL: Long-chain acyl-coenzyme A dehydrogenase
ACSBG2: Acyl-CoA synthetase bubblegum family member 2
AdipoR1: Adiponectin receptor 1
AFABP: Adipocyte fatty acid-binding protein
AFP: Abdominal fat percentage
ALDH7A1: Aldehyde dehydrogenase 7 family member A1
APOA4: Apolipoprotein A4
ApoA-I: Apolipoprotein A-I
ApoB: Apolipoprotein B
ApoE: Apolipoprotein E
BAP1: BRCA1 associated protein 1
CORO1C: Coronin-1C
DEGs: Differentially expressed genes
DEPs: Differentially expressed proteins
E12: Embryonic day 12
E14: Embryonic day 14
E17: Embryonic day 17
E21: Day 1 after hatch
E7: Embryonic day 7
FABP2: Fatty acid-binding protein, intestinal
GO: Gene ontology
HDL: High-density lipoprotein
HSPA9: Heat shock 70 kDa protein 9
HSPB1: Heat shock protein beta-1
IL8: Interleukin 8-like 2
ITPA: Inosine triphosphatase
KARS: Lysyl-tRNA synthetase
LBFABP: Liver basic fatty acids binding protein
LPL: Lipoprotein lipase
MTMR9: Myotubularin related protein 9
NDK: Nucleoside diphosphate kinase
NDUFB10: PREDICTED: NADH dehydrogenase [ubiquinone] 1 beta subcomplex subunit 10
NEAUHLF: Northeast Agricultural University broiler lines
OVAL: Ovalbumin
PPARγ: Peroxisome proliferator-activated receptor gamma
SDHA: Succinate dehydrogenase [ubiquinone] flavoprotein subunit, mitochondrial
SULT: Sulfotransferase
TBP: TATA box-binding protein
TCA cycle: Citrate cycle
TMEM79: Transmembrane protein 79
TXNDC5: Thioredoxin domain-containing protein 5
VLDL: Very low-density lipoprotein
XPO5: Exportin 5
YARS: Tyrosyl-tRNA synthetase

# Supplementary material for: Embryonic transcriptome and proteome analyses on hepatic lipid metabolism in chickens divergently selected for abdominal fat content
**Source:** BMC Genomics. 2018 May 23;19:384. doi: 10.1186/s12864-018-4776-9

Additional file 1. Number of genes expressed and novel transcripts. L and F represent the lean and fat chicken lines, respectively.

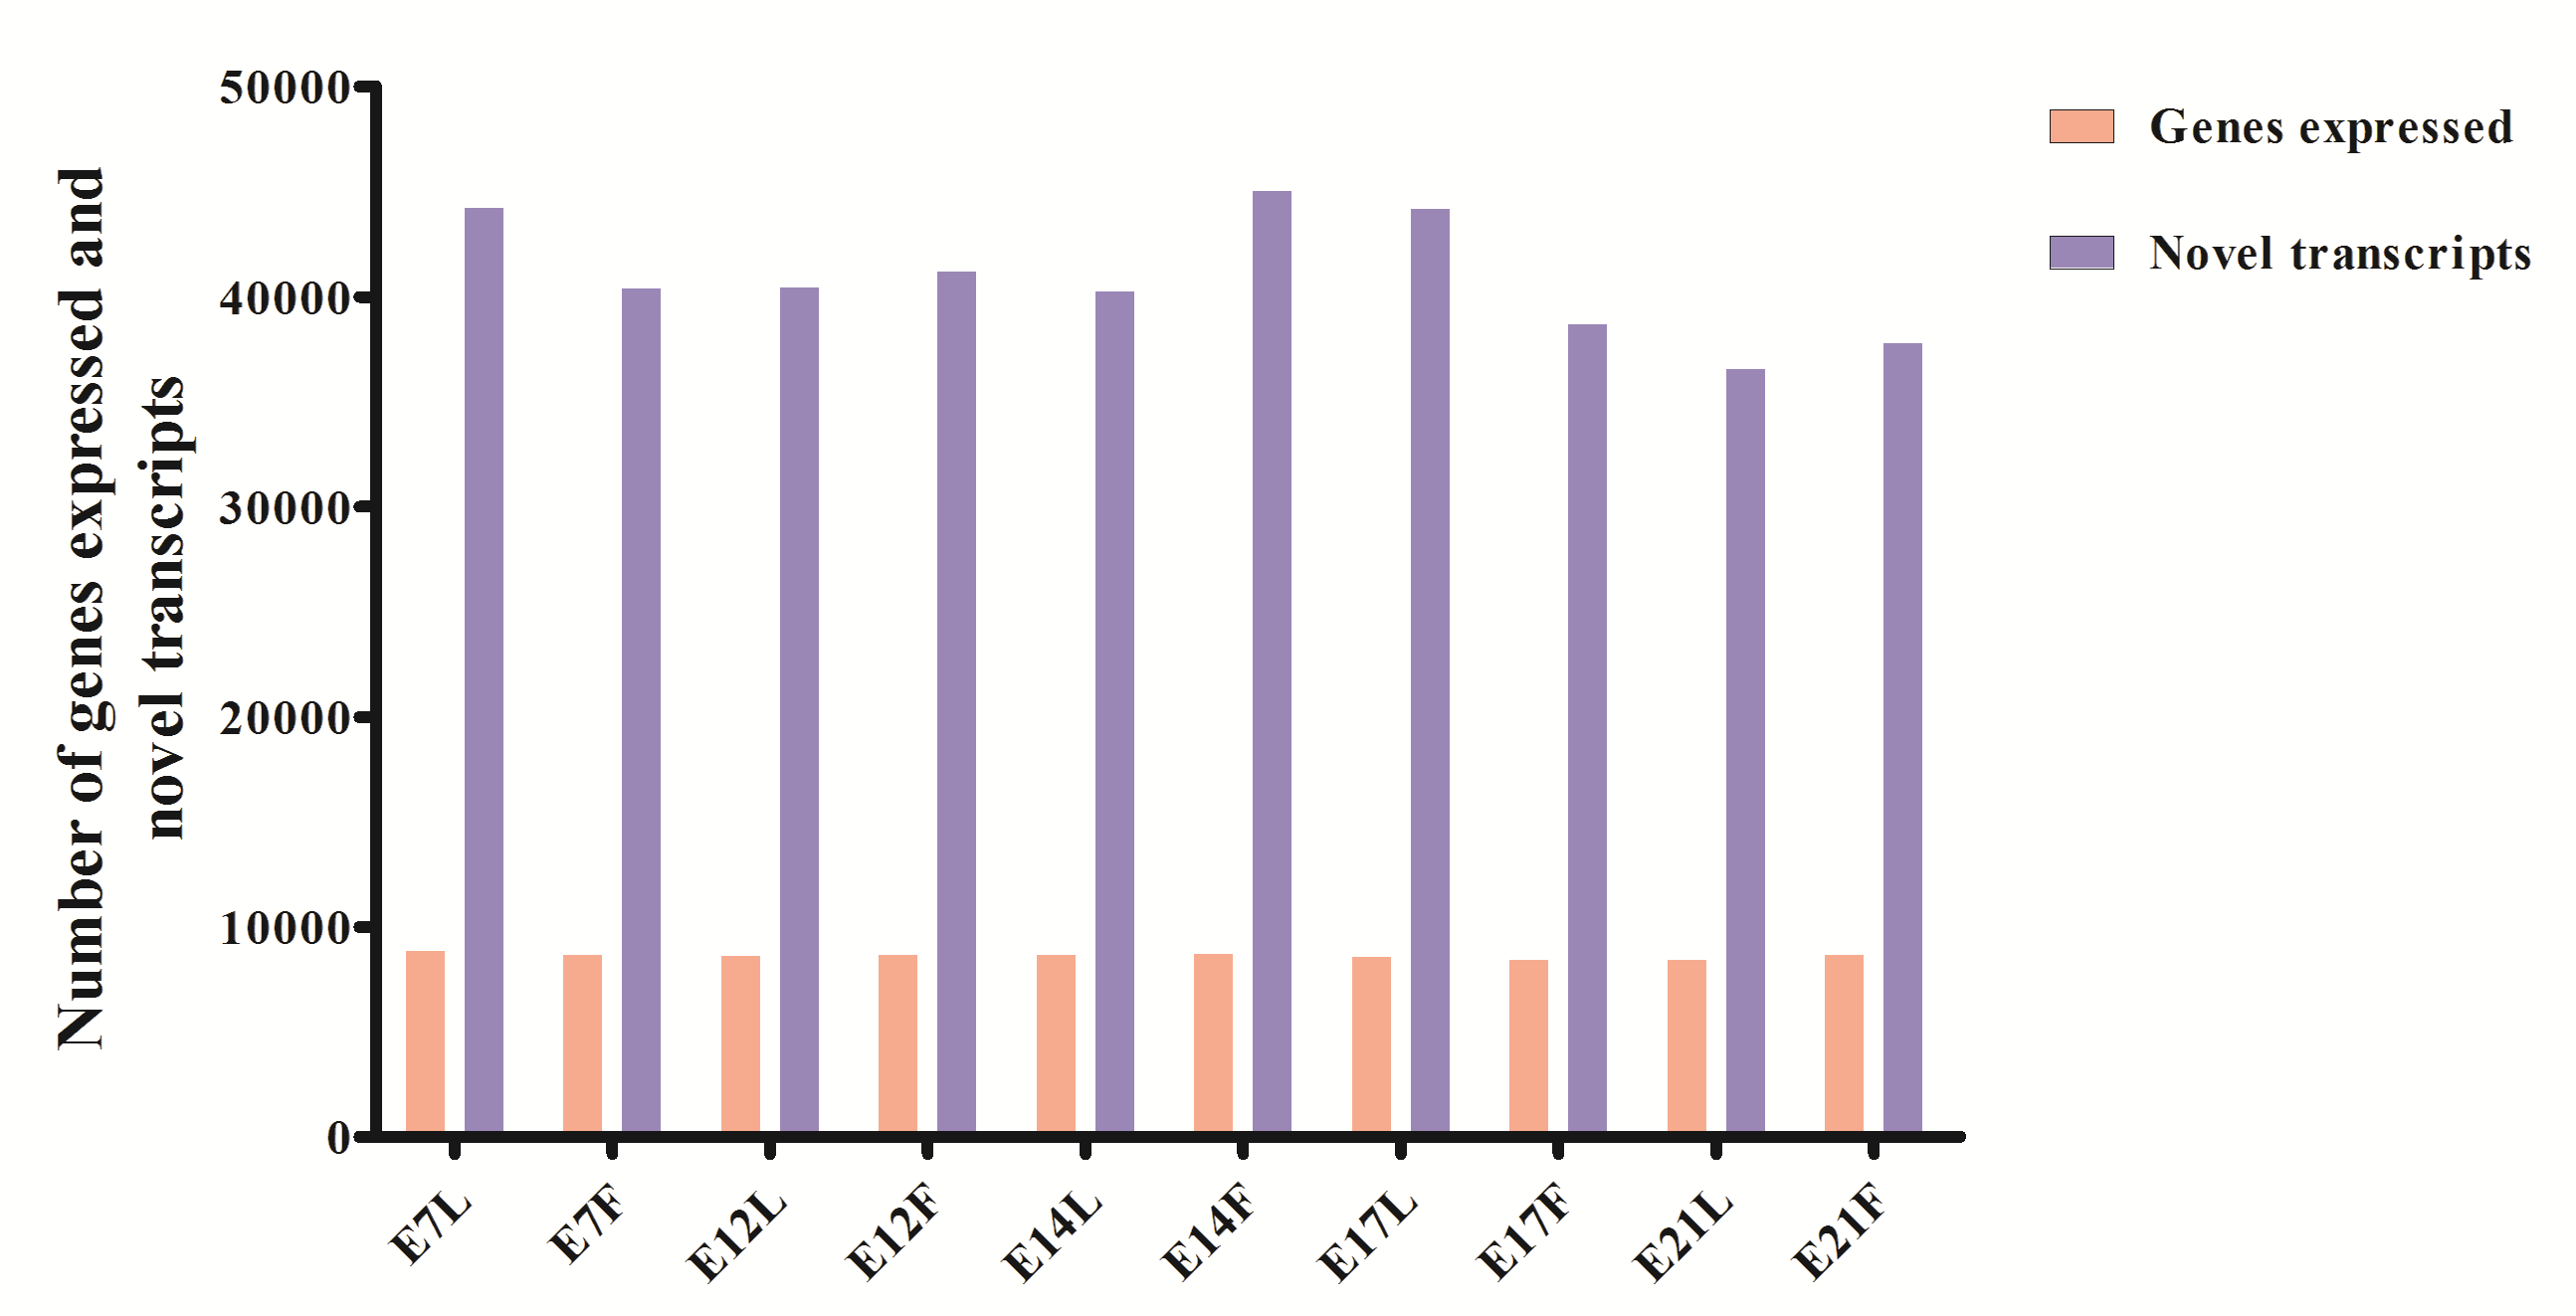

**Supplement:** Supplementary file 1 — Figure S1. Number of genes expressed and novel transcripts. L and F represent the lean and fat chicken lines, respectively.

# Supplementary material for: Embryonic transcriptome and proteome analyses on hepatic lipid metabolism in chickens divergently selected for abdominal fat content
**Source:** BMC Genomics. 2018 May 23;19:384. doi: 10.1186/s12864-018-4776-9
**Supplement:** Supplementary file 7 — Figure S2. Protein profiling on liver tissues of chicken embryos. A total of 15 gels were assayed, and each gel contained three samples. Samples from the lean and fat chicken lines were labeled with Cy3 and Cy5, respectively. A pooled sample was used as the internal standard, labeled with Cy2.

Additional file 7. Protein profiling on liver tissues of chicken embryos. A total of 15 gels were assayed, and each gel contained three samples. Samples from the lean and fat chicken lines were labeled with Cy3 and Cy5, respectively. A pooled sample was used as the internal standard, labeled with Cy2.

| **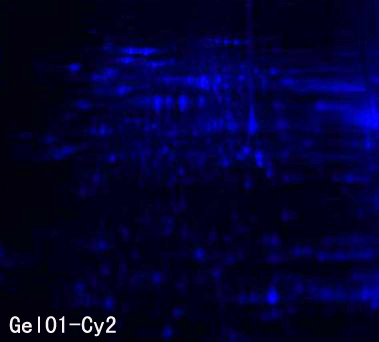** | **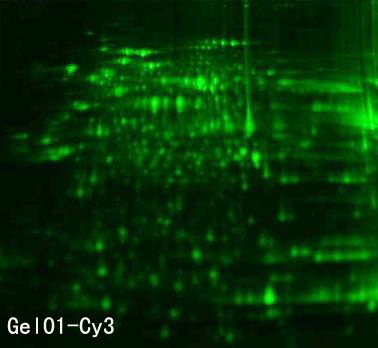** |
| --- | --- |
| **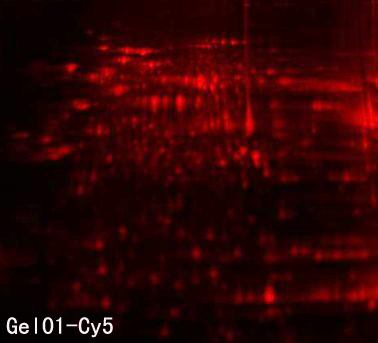** | **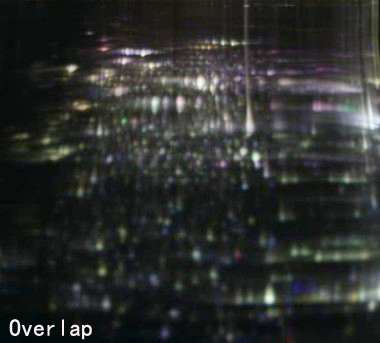** |
| **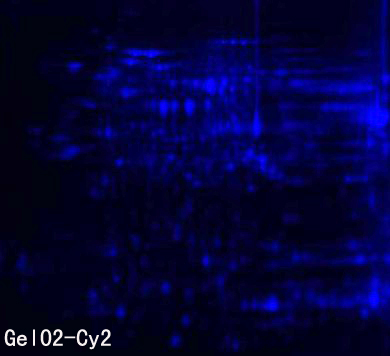** | **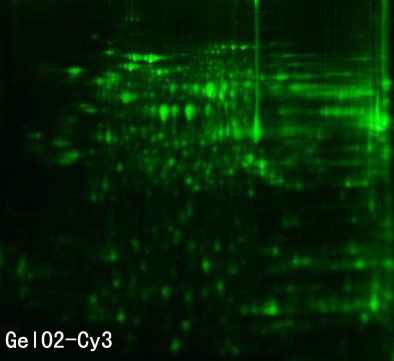** |
| **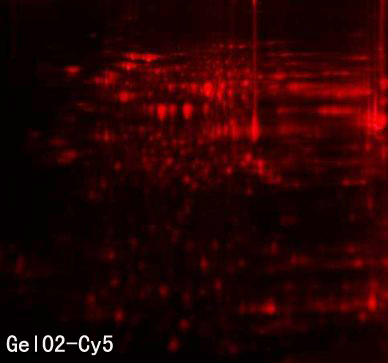** | **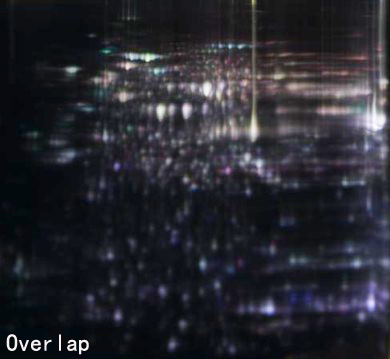** |
| **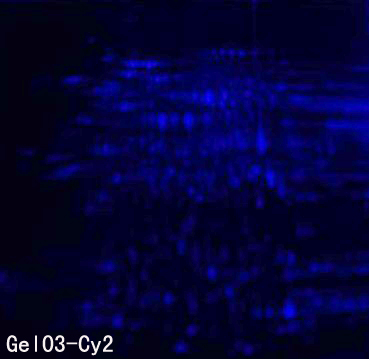** | **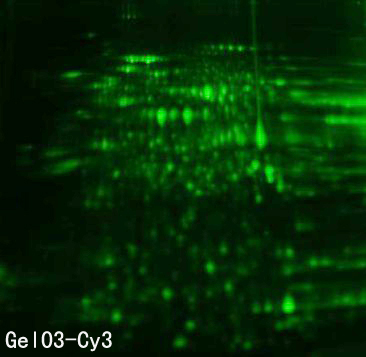** |
| **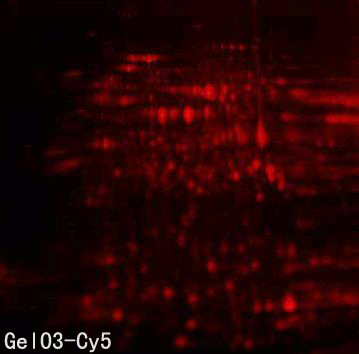** | **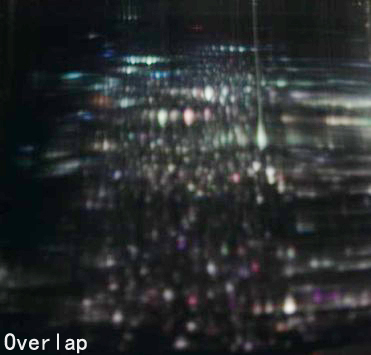** |
| **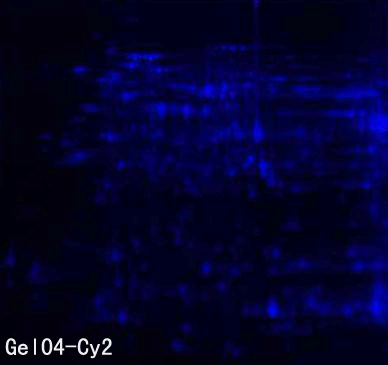** | **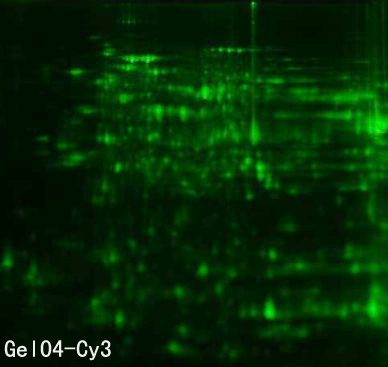** |
| **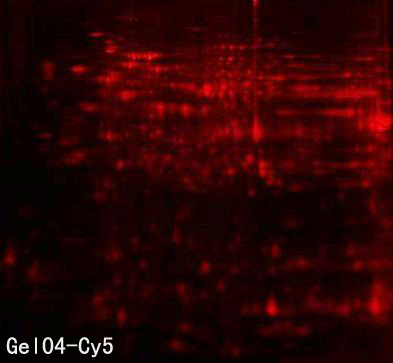** | **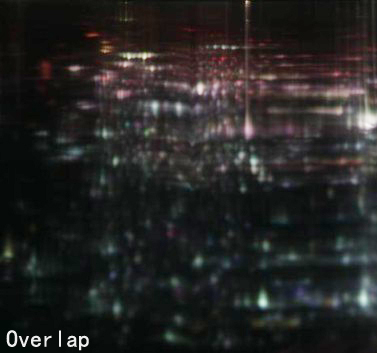** |
| **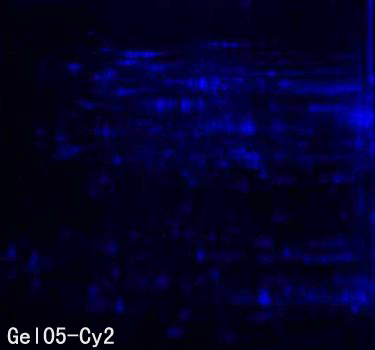** | **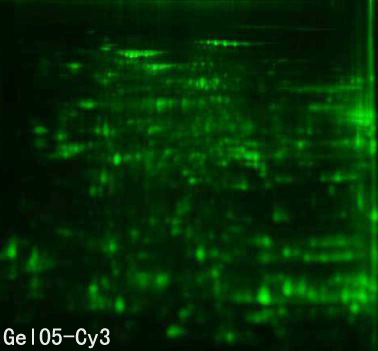** |
| **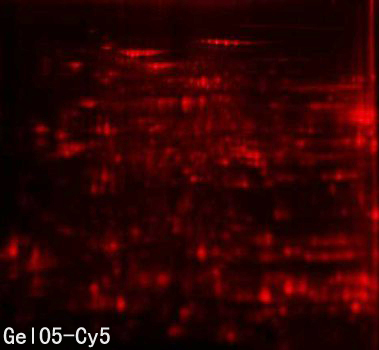** | **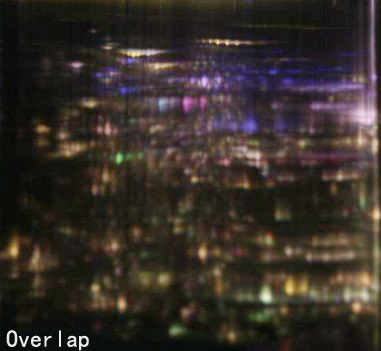** |
| **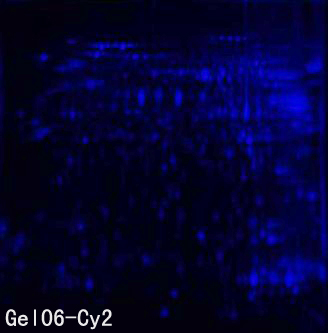** | **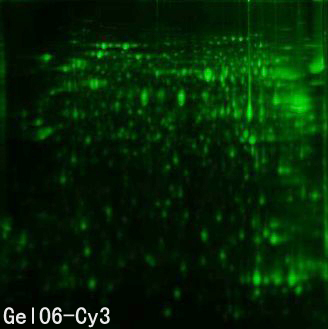** |
| **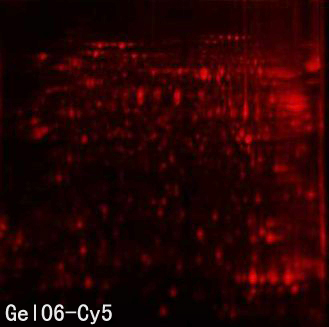** | **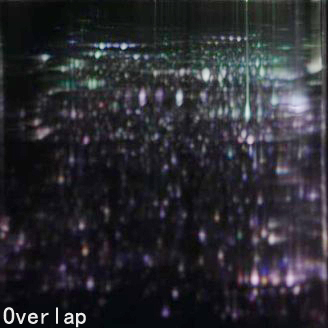** |
| **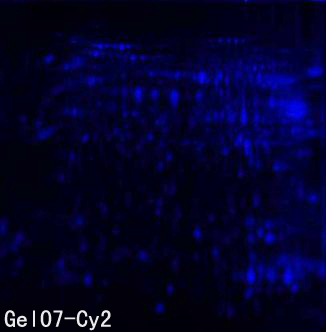** | **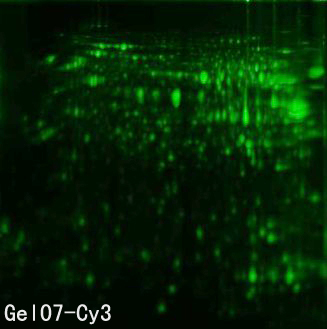** |
| **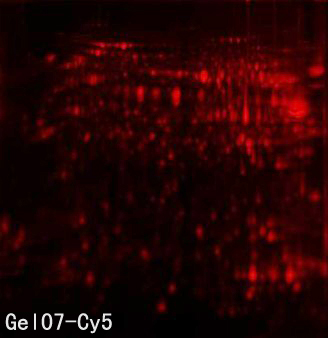** | **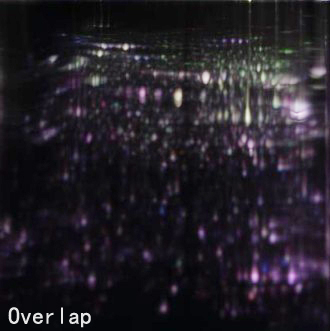** |
| **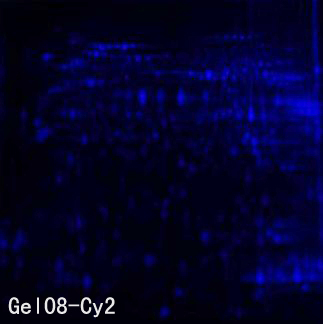** | **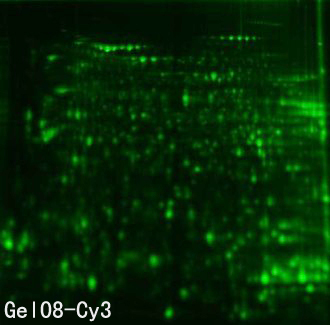** |
| **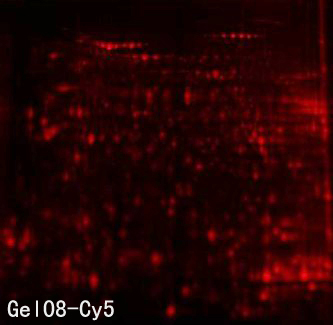** | **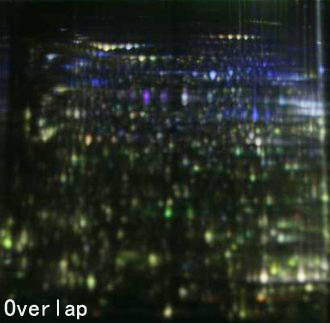** |
| **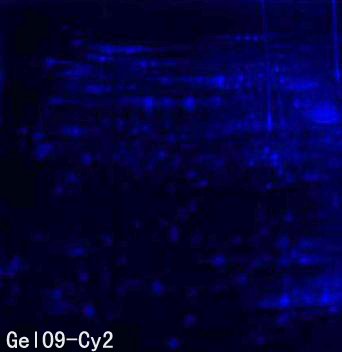** | **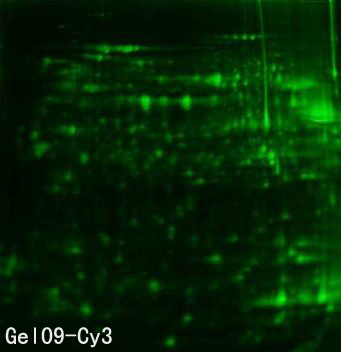** |
| **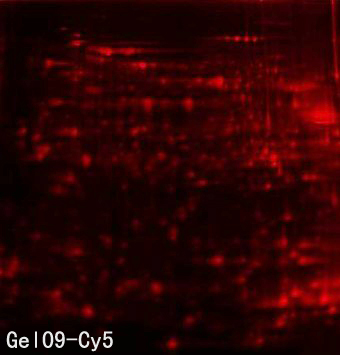** | **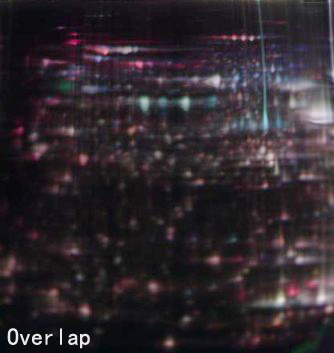** |
| **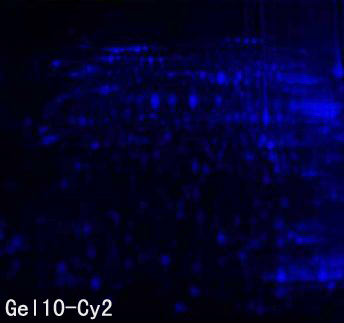** | **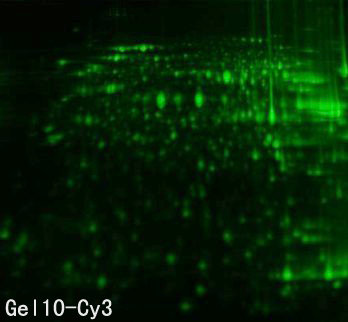** |
| **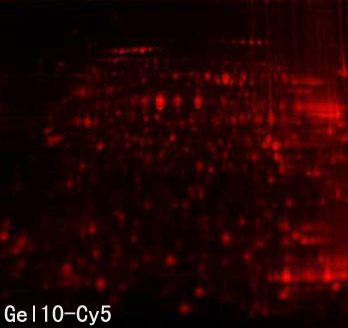** | **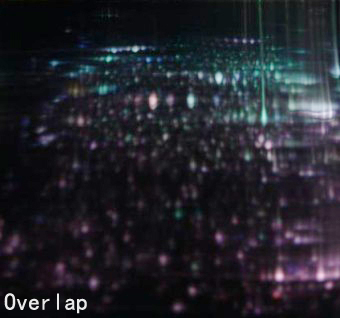** |
| **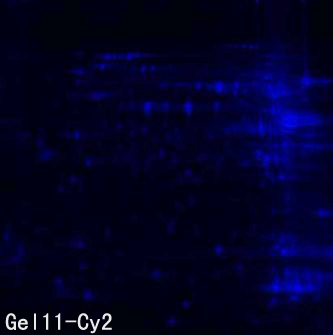** | **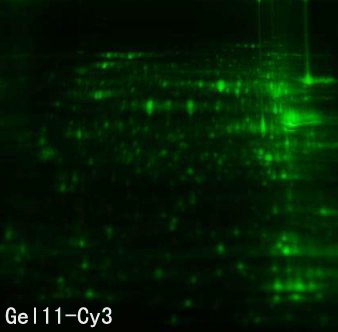** |
| **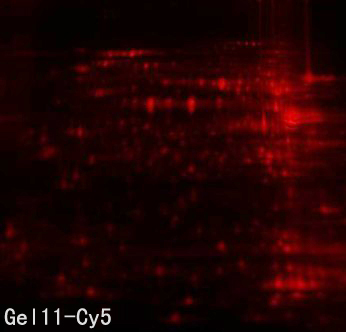** | **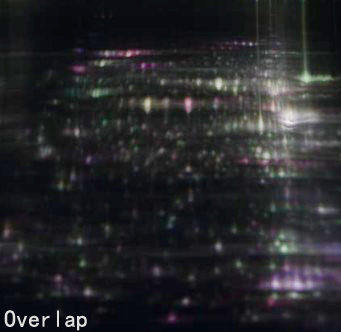** |
| **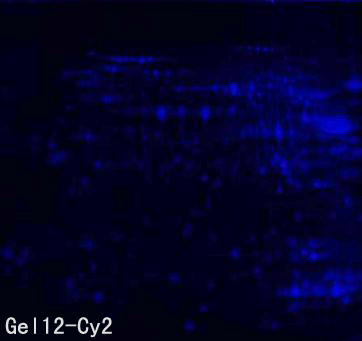** | **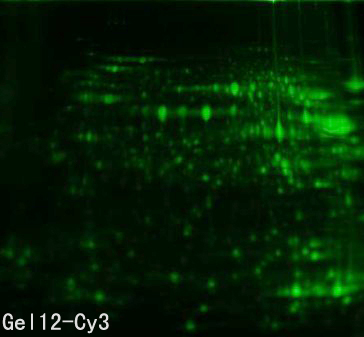** |
| **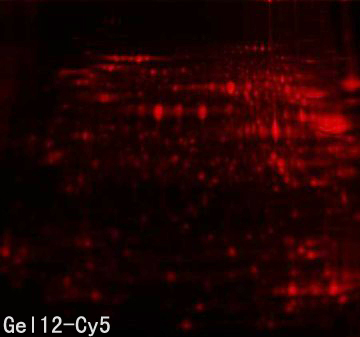** | **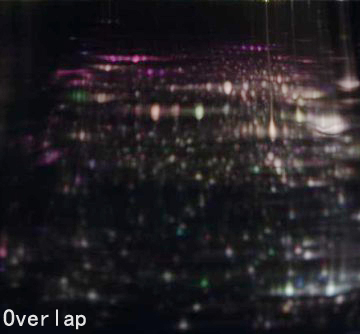** |
| **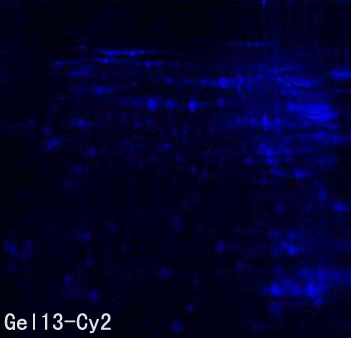** | **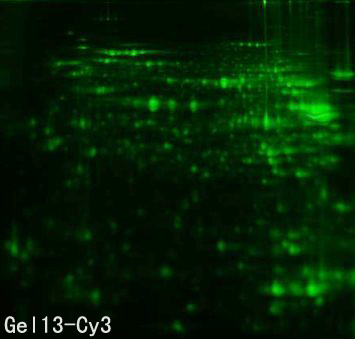** |
| **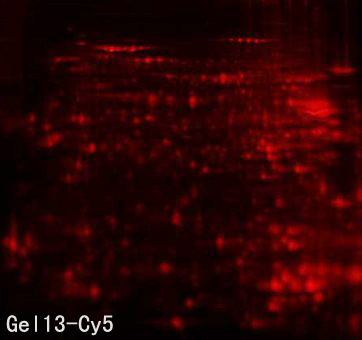** | **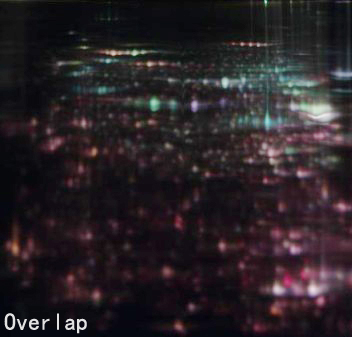** |
| **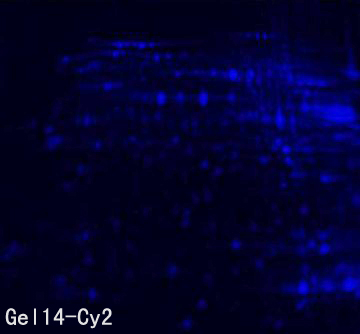** | **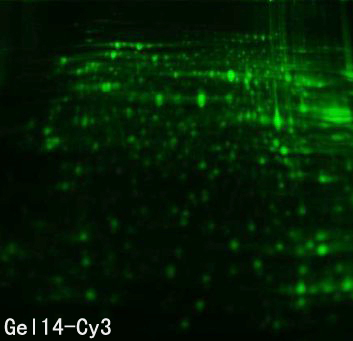** |
| **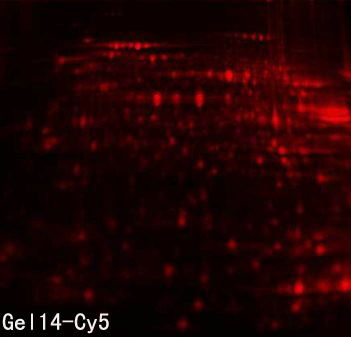** | **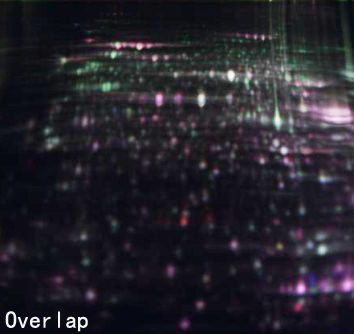** |
| **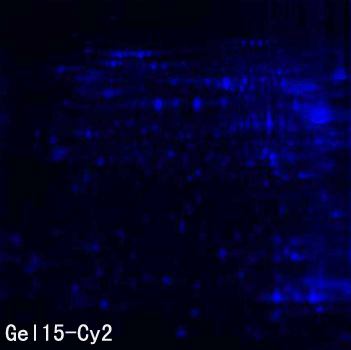** | **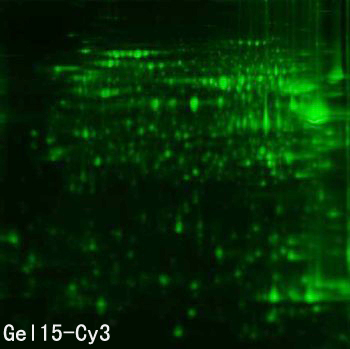** |
| **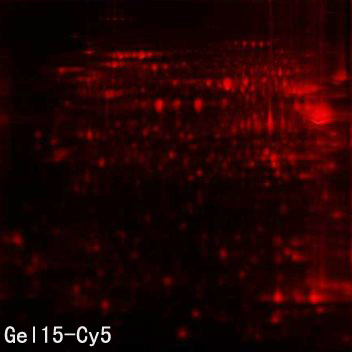** | **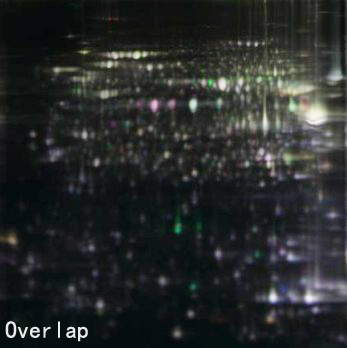** |

# Supplementary material for: Embryonic transcriptome and proteome analyses on hepatic lipid metabolism in chickens divergently selected for abdominal fat content
**Source:** BMC Genomics. 2018 May 23;19:384. doi: 10.1186/s12864-018-4776-9

Additional file 8. Distribution of distinct tags. “Tags Containing N”, tags containing unknown bases; “Only adaptors”, reads containing only the adaptor sequence; “Copy Number < 2”, tags whose copy number is less than 2; “Clean tags”, tags remained after quality control and used for downstream analysis. L and F represent the lean and fat chicken lines, respectively.

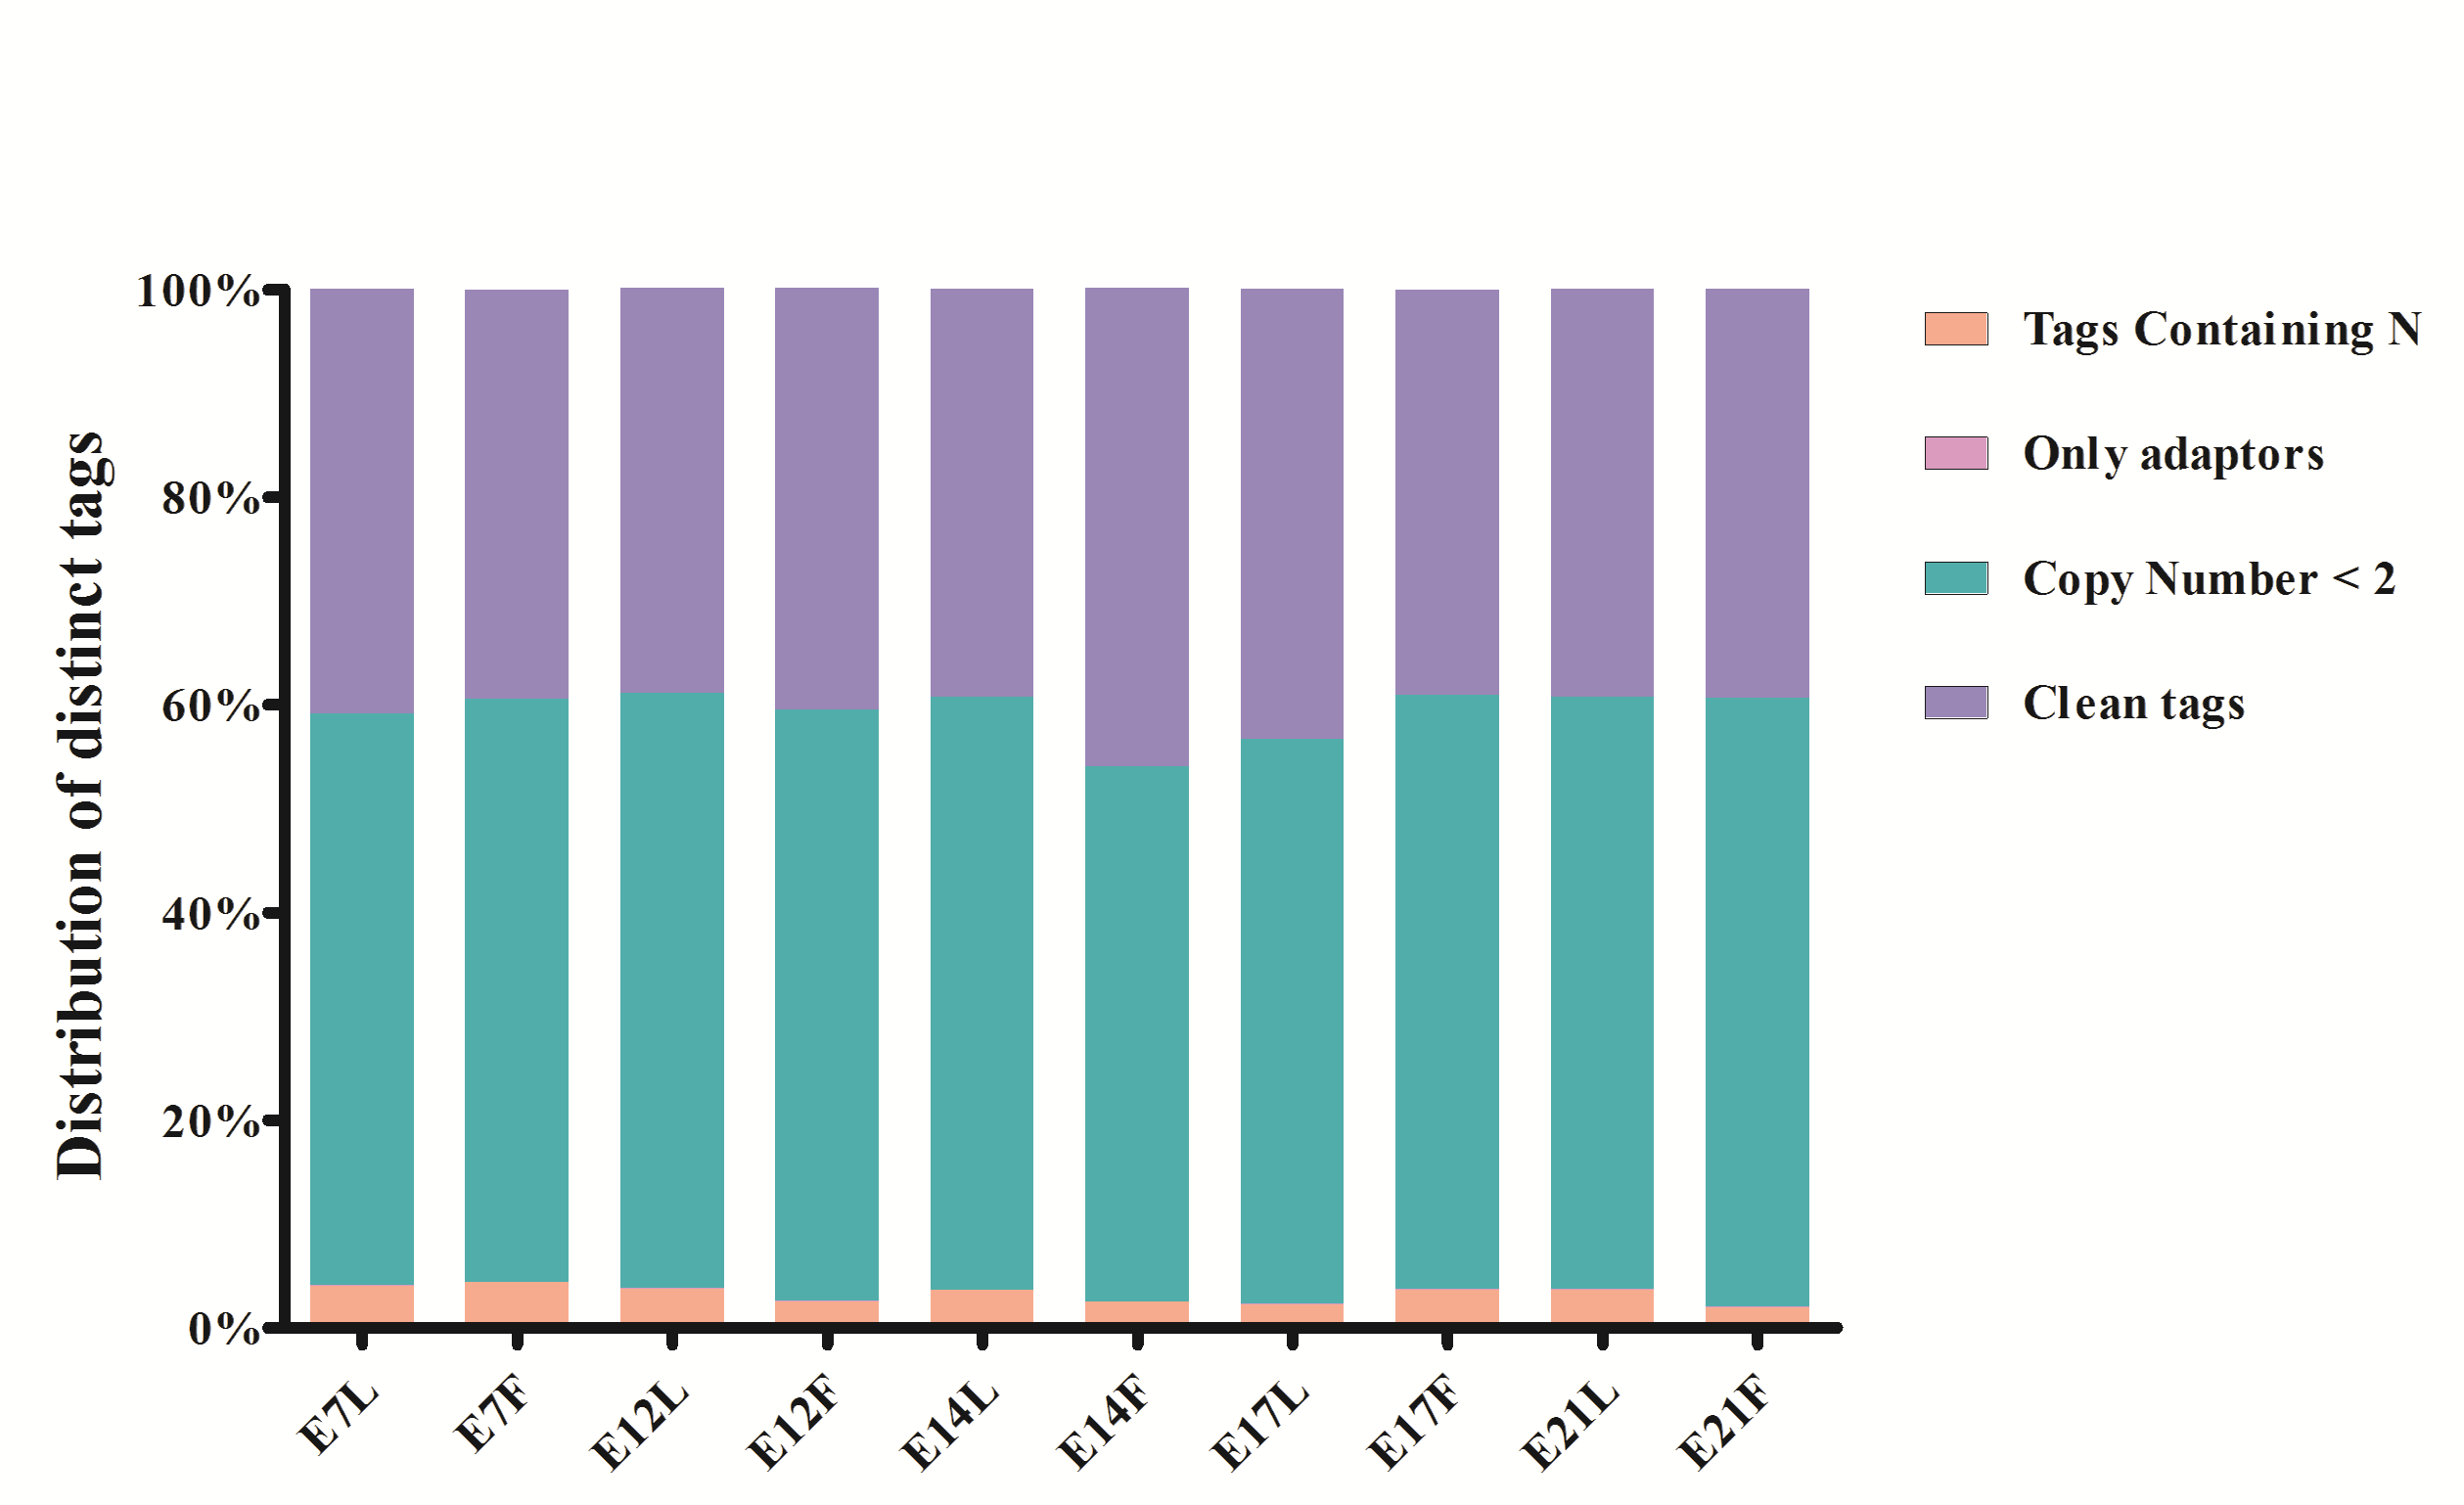

**Supplement:** Supplementary file 8 — Figure S3. Distribution of distinct tags. “Tags Containing N”, tags containing unknown bases; “Only adaptors”, reads containing only the adaptor sequence; “Copy Number < 2”, tags whose copy number is less than 2; “Clean tags”, tags remained after quality control and used for downstream analysis. L and F represent the lean and fat chicken lines, respectively.

# Supplementary material for: Embryonic transcriptome and proteome analyses on hepatic lipid metabolism in chickens divergently selected for abdominal fat content
**Source:** BMC Genomics. 2018 May 23;19:384. doi: 10.1186/s12864-018-4776-9

Additional file 9. Proportion of clean tag numbers (> 96%). L and F represent the lean and fat chicken lines, respectively.

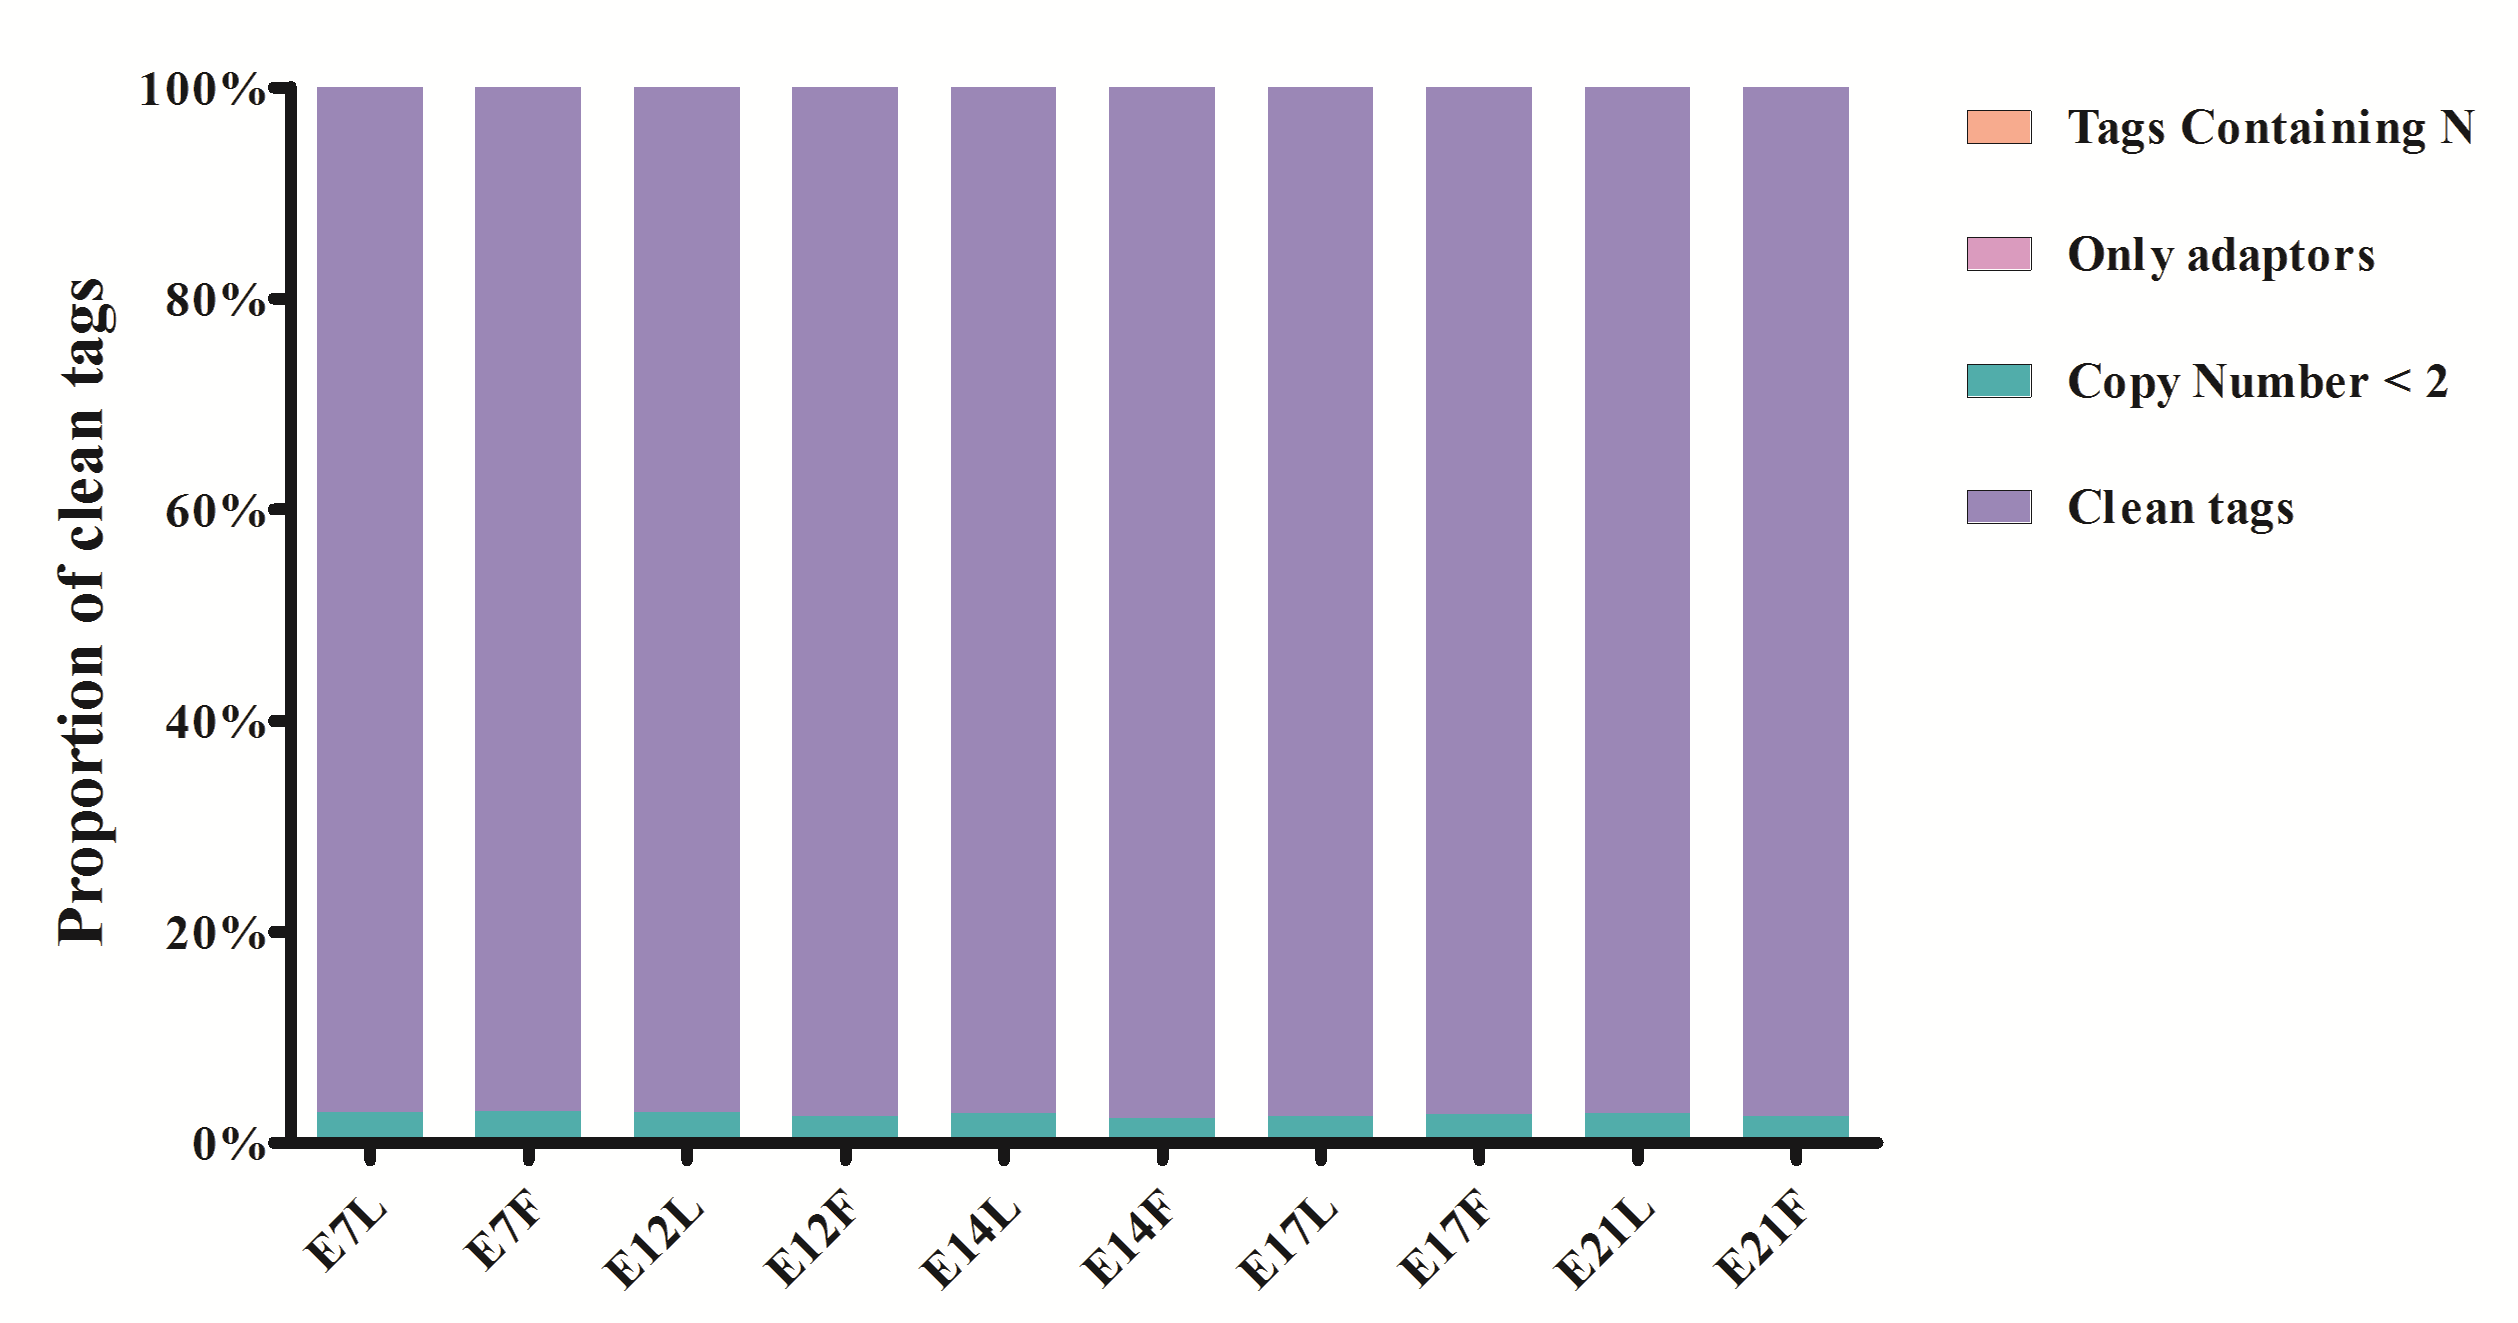

**Supplement:** Supplementary file 9 — Figure S4. Proportion of clean tag numbers (> 96%). L and F represent the lean and fat chicken lines, respectively.

# Supplementary material for: Embryonic transcriptome and proteome analyses on hepatic lipid metabolism in chickens divergently selected for abdominal fat content
**Source:** BMC Genomics. 2018 May 23;19:384. doi: 10.1186/s12864-018-4776-9
**Supplement:** Supplementary file 10 — Figure S5. Relationship of library size with percentage of genes identified.

Additional file 10. Relationship of library size with the percentage of genes identified.

# Supplementary material for: Embryonic transcriptome and proteome analyses on hepatic lipid metabolism in chickens divergently selected for abdominal fat content
**Source:** BMC Genomics. 2018 May 23;19:384. doi: 10.1186/s12864-018-4776-9

Additional file 11. Number of antisense transcripts. L and F represent the lean and fat chicken lines, respectively.

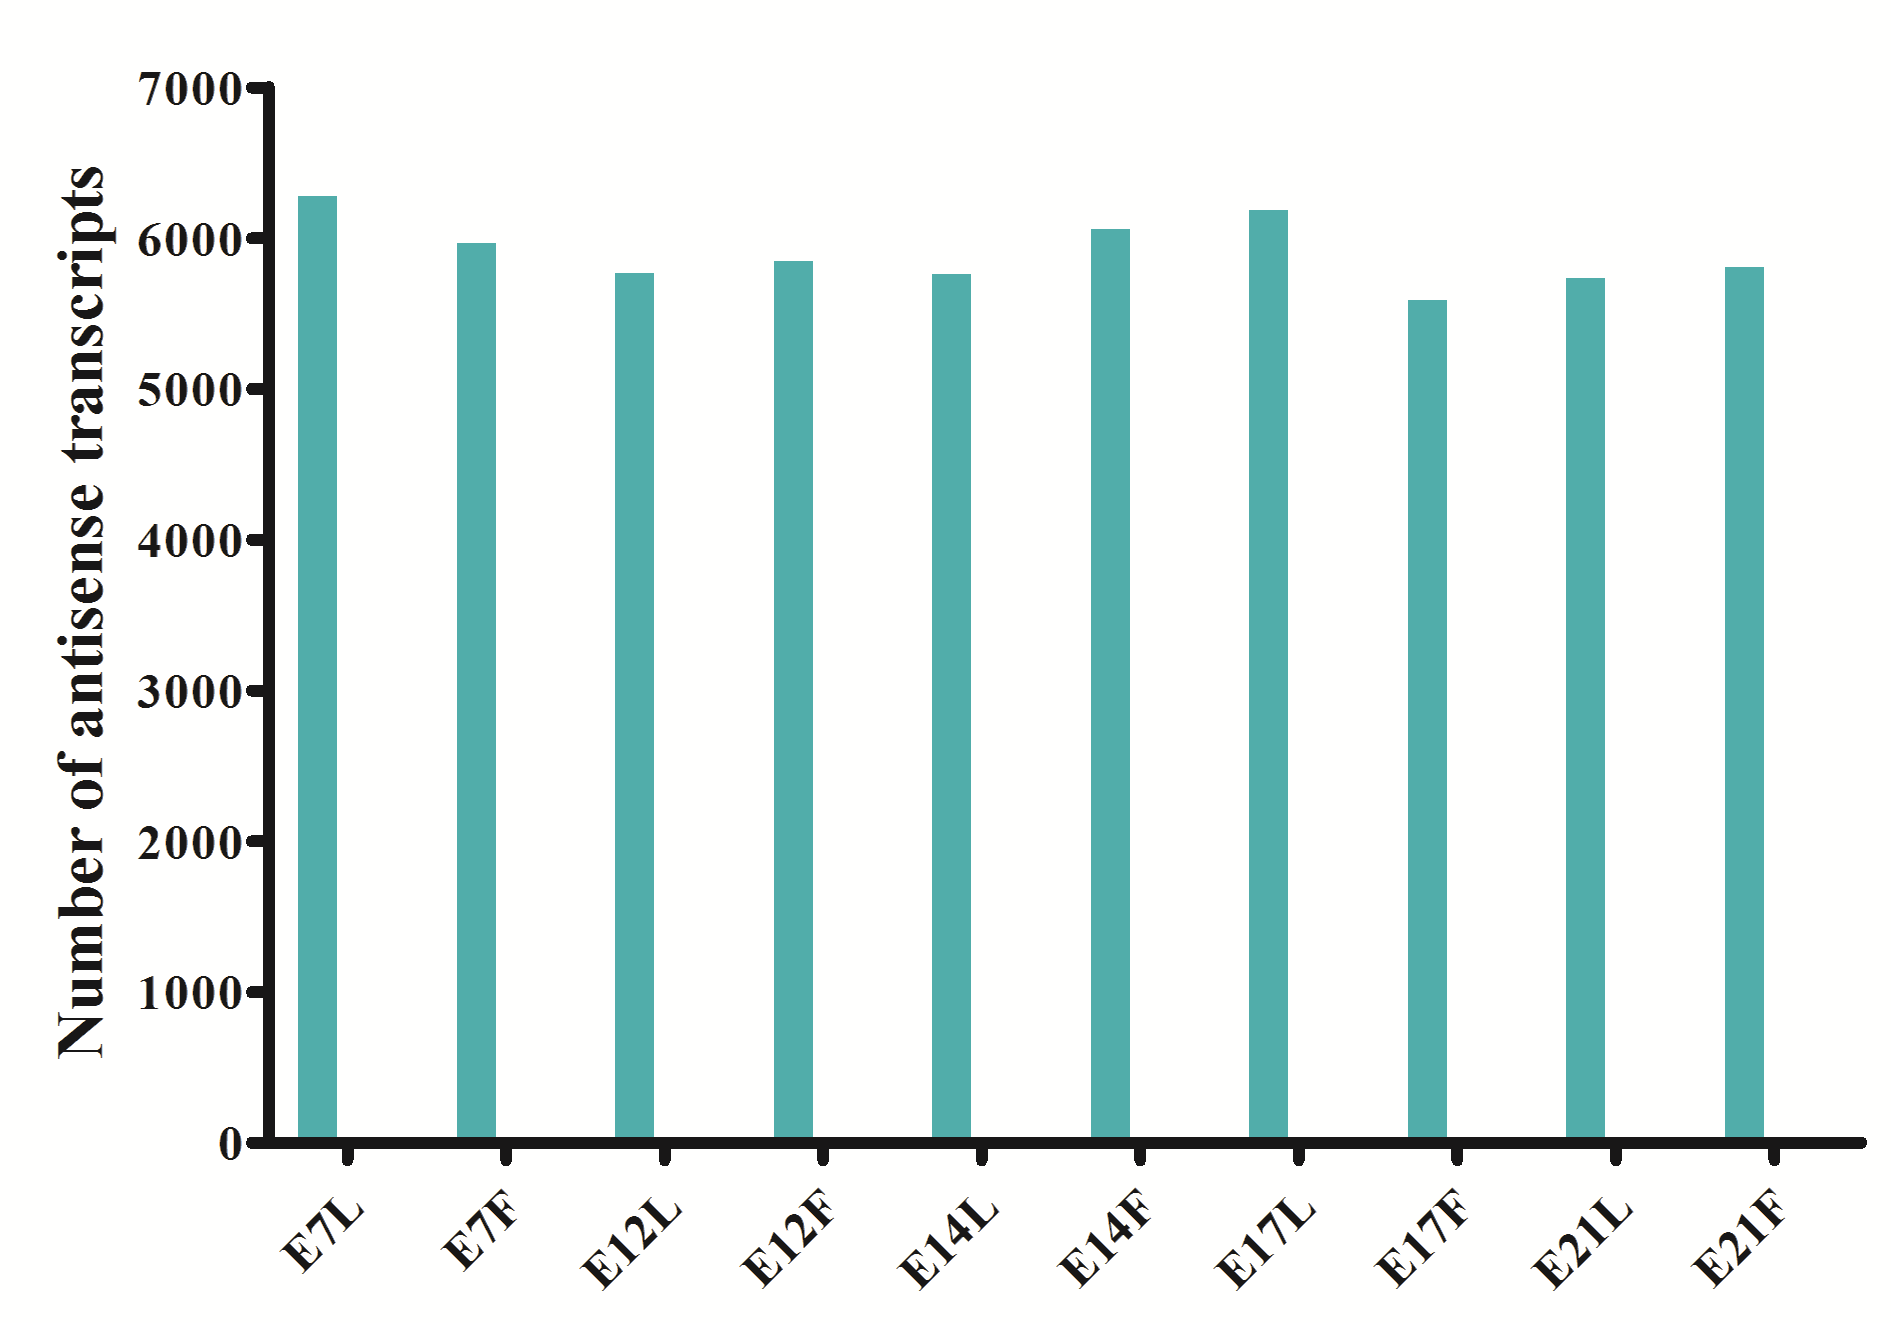

**Supplement:** Supplementary file 11 — Figure S6. Number of antisense transcripts. L and F represent the lean and fat chicken lines, respectively.

# Supplementary material for: Embryonic transcriptome and proteome analyses on hepatic lipid metabolism in chickens divergently selected for abdominal fat content
**Source:** BMC Genomics. 2018 May 23;19:384. doi: 10.1186/s12864-018-4776-9
**Supplement:** Supplementary file 12 — Table S6. Primer sequences used for qRT-PCR.

Additional file 12. Primer sequences used for qRT-PCR.

| Gene | Accession Number | Primer sequence (5ʹ to 3ʹ) |
| --- | --- | --- |
| *LOC777109* | XM_001236580 | F: TCCATGCTGACCCCATAACC  R: CTCCTCTTCCTCCTCCCACAT |
| *LOC769366* | XM_001232626 | F: CATAGGCAGTGCGGAGGAGA  R: CCAGTTGGTGAAGGCTGTGAC |
| *APOA4* | NM_204938 | F: CACTCAGGATGTCGCCTAAAGC  R: GCAGTTGGTCCACGGTCTCC |
| *MTMR9* | NM_001031101 | F: TCTATCTGCCCTTCCTACCCTCC  R: GCGTTTCCCGTTTGTGCCT |
| *ACSBG2* | NM_001012846 | F: CCTGGTAGACACCCTGCGTG  R: CCTAGCCAAGCGGAAGTTCAT |
| *IL8* | NM_205498 | F:CAGAAAACAAGCCAAACACTCC  R:CCCATCTTTACCAGCGTCCTA |
| *TMEM79* | XM_424371 | F: CCAGTCCGTCCACCTCTTCATC  R: CAGCCAGTAGGTCAGCCGAGA |
| *KRT75* | NM_001001314 | F: ATCGACAAGGTCCGGTTCC  R: AGGGGCTCAATGTTGTTTCTG |
| *HSPA9* | NM_001006147 | F: CAGAGACAGGCGACGAAAGAT  R: GCCACCACCCAAGTCATAAAC |
| *BAP1* | NM_001030590 | F: AGAGCCCACCCACCAAATCAA  R: TGCTTTACCTGCCCCTTCCTT |
| *XPO5* | XM_419501 | F: ATTTCTACACGGTTGAGGGTCTT  R: ACACGGAGCATAGGTCGCA |
| *ALDH7A1* | XM_424422 | F: ACTGGAACTGGGAGGAAACAAT  R: AGCAGCAAACAAAGTAGATGGG |
| *KARS* | NM_001030583 | F: ATCGCATTCATCGGGGACTA  R: CTTTTGCCTTAGCCTGGTCTTC |
| *SDHA* | NM_001277398 | F: GTTTGTCCGAGGCTGGGTTTA  R: GCTGGGGCTTGCTCAGTCAT |
| *YARS* | [NM_001006314](https://www.ncbi.nlm.nih.gov/nuccore/NM_001006314.1) | F: CTTGACCCCATCAGGGAGAAAT  R: GGCTCAGGCTCACCCACATC |
| *CORO1C* | NM_001277869 | F: GATGCCTCAGACACTCAAAACGA  R: ATCTTCGCCATCTGCTGTTCC |
| *TXNDC5* | NM_001006374 | F: GCTCTGAGTTTGGCGTCCG  R: CATACATTCCCTGCTTAGGTTCG |
| *SULT* | NM_205060 | F: TTCTTTGGGATTTCCCTGACT  R: GTTTCGTTCTTGCTATGCGTT |
| *ApoA-I* | NM_205525 | F: GTGACCCTCGCTGTGCTCTT  R: CACTCAGCGTGTCCAGGTTGT |
| *HSPB1* | NM_205290 | F: TGCTTCACCCGCAAATACACC  R: TCTCGGATGACTGGATGGCTG |
| *NDK* | NM_205047 | F: AAGACCTCCTGAAGCAGCATTACA  R: CACCCTGCCTGTTTTCACCAC |
| *ITPA* | NM_001271930 | F: GTAACGGGCAACGCTAAGAA  R: TGGTACTCGGGCAGGTCAA |
| *NDUFB10* | XM_414844 | F: CAGTGGAGGAGGGACAGGTTG  R: GCATTTCCGTGGACACCAAGAT |
| *FABP2* | NM_001007923 | F: ATGGGCGTGAATGTGATGAA  R: GATGGTACGGAAGTTGCTTGAT |

How the deposited data were processed for this re-analysis (not part of the article)

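Liver mRNA of chicken embryos of a fat and a lean line was profiled by digital gene expression at E7, E12, E14, E17 and E21, with 1 library per line and stage, each from a pool of 30 livers (E7) or 15 livers (later stages). Lines and stages were taken from the sample labels and the paper. There were 4 lean and 5 fat libraries, and the lean library at E12 was not analysed here, so the fat library at E12 entered only the counts of genes, the tags of single genes and the check of tags found in 1 line. The proteome and qRT-PCR measurements were not used here.

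The authors sequenced tags of CATG and the 17 bases after it, discarded poor reads, and matched the clean tags to the CATG sites of reference mRNAs with 1 mismatch allowed. The count that the authors deposited for a gene is the sum of the copies of its unambiguous tags, and the smallest number of copies of a tag in the tables is 2. The TPM that the authors deposited is this count scaled by the number of all clean tags of the library, whether or not they matched a gene. The authors also deposited the copies of each tag with its gene and its CATG site, counted from the 3′ end, and GO terms of the genes. Because only tags of 1 gene are counted, a gene that shares its tags with a paralog is counted too low, and because a short sequence decides the match, a sequence variant or a bias of the enzymes or the PCR at a tag can change a gene's count without any change in the mRNA. The text of the paper does not name the reference or genome build, so no coordinates are given. Gene symbols are those of the files, apart from NDK (listed as *NME2*) and the sulfotransferase (listed as *LOC395933*).

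The number of clean tags, recovered from count and TPM, was between 5693386 and 6060316 per library. The smallest count that can be told from 0 was taken as 3 tags. Confidence intervals (95%) were Clopper-Pearson intervals for log2 ratios and Wilson intervals for shares.

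DEGs were called with the two-sided Audic-Claverie test with Benjamini-Hochberg adjustment over genes with a tag in either library, at an FDR of at most 0.001 and a change of at least 2-fold, with a TPM of 0 set to 0.01. The thresholds and the floor are those of the paper. For its test the text of the paper cites an earlier method without naming it, and the P-values of its tables are over 10 times larger than those computed here for 93, 74, 181 and 26 of its DEGs at E7, E14, E17 and E21. The test was computed from the tags with scipy 1.17.1 (Python 3.11.15, numpy 2.4.6, pandas 2.3.3). The lists of DEGs were intersected across stages, and at E12 the paper's own list stood in. A difference between lines shared by the 4 stages was tested on 8 libraries with edgeR 4.0.16 (R 4.3.3, filterByExpr, TMM normalization, quasi-likelihood test, stage as a block, Benjamini-Hochberg adjusted p under 0.05). GO terms were tested with a one-sided hypergeometric test at a Q of at most 0.05 (the legend of Fig. 3 gives a P under 0.05 and does not say whether it was adjusted), and figures were drawn with matplotlib 3.10.9. The text names the genes the paper names for these data, per stage the 2 DEGs with the largest rise and the 2 with the largest fall, and the 3 genes with the smallest adjusted p in each direction in the test across stages. Outside this rule it names *MRPS26* as an example of a reversed direction, and *METAP2*, *LAP3*, *CPA1* and *GCG* beside the metallopeptidase term at E21. The additional observations name further genes.

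The tests, their thresholds, the rule for named genes and the following alternatives were fixed before the data were examined. They were Fisher's exact test, a TPM of 1 added before the ratio, TMM-scaled library sizes, a minimum of 10 tags, edgeR's exact test with the estimated dispersion or an assumed biological coefficient of variation of 0.2, DESeq2 1.42.0, no filter, no stage block, and each stage left out. For detection, a limit of 5 tags and libraries drawn down to the same number of tags were tried. Other choices were made after the data had been seen. These are the work on single tags (its minimums of 20 copies for tags and 50 tags for genes, the classes of the last 2 bases and of GC content), the limit of 0.2 under which a correlation between tags was read as none, the scope of the adjustment of GO terms, and centring log2 ratios on the last 2 bases of the tag. For the search for partner tags 1 base apart, the control tags were redrawn after a first result, because the first version had searched both lines for the controls, and this did not change the conclusion. Readings of several tests were made more cautious than the thresholds written for them. The comparison of tags with counting noise could not decide the question, because it has no replicates. Nor could the list of pancreatic genes, which was tested on genes in which the change had been noticed. Other values limited the readings of the 10 most abundant genes in the fat E17 library, of 2 tags of a gene at E14 and of tag GC.

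The Audic-Claverie test, the quasi-likelihood test, the exact test, the test of GO terms and the correlation of pairs of tags were tested on simulated tags first. No simulation is reported for the other methods. With 200 genes changed 4-fold, the Audic-Claverie test recovered 96.5% of them and called 0 unchanged genes of 9248 tested. When tags were drawn without any change but with a spread between libraries of the estimated dispersion (0.105), it called 780 of 9246 genes. The quasi-likelihood test across stages recovered 96% of genes changed 4-fold and called 11 unchanged genes of 6476 tested. The exact test of 2 libraries with the estimated dispersion recovered 0% of genes changed 4-fold (9222 tested) and 14% of genes changed 8-fold (9224 tested), so it misses most changes of these sizes. For GO terms, a planted term of 107 genes was found and 4 other terms passed with it. For pairs of tags of 1237 genes, the correlation across genes was 0.875 with shared changes and 0.00355 with separate changes.

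KEGG annotation was not used here, so the genes of Fig. 4b were followed one by one, 39 of 41 of them. Some single genes are not reported here. Alpha-fetoprotein and ovalbumin were not analysed here.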

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

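The tests of line swaps, GC content, last bases and second tags for E14, of library size for the genes of the fat E17 library, of second tags for the DEGs common to the stages, and of pancreas tissue were chosen only after the result was seen.

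The fat E17 library held 8409 genes, far from the other 4 fat libraries (8648 to 8692). Its gap to the next library was 0.845 of the range of the 5 fat libraries, above the critical value of 0.71. Of the 16 groups of libraries examined this way it was the only one past the limit, and chance alone passes about 1 in 20. The fat E17 library had 2878677 tags on genes, the second most of the fat libraries, so a small library is not the reason. Drawing all libraries down to the same number of tags hardly changed the numbers of genes and left the gap at 0.844. The 10 most abundant genes took 37.2% of the tags on genes in this library. With these 10 genes left out of each library and the rest drawn down to 1690606 tags, the gap was 0.701, only just under the critical value. The fat E17 library then held 8399 genes and the lean E21 library, with 8389, fewer. The fat E17 library had not gained genes by this (8404 when drawn down with all genes), and the gap shrank because the fat E21 library fell from 8648 to 8596 genes. The lean E17 and fat E12 libraries, with 36.7% and 34.8% of tags on their 10 most abundant genes, held 8576 and 8660 genes. The fall of the gap under the critical value thus does not show that abundant genes explain the low number, which stays unexplained. No biological explanation was tested.

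The differences between lines at E14 ran against those at E7 and E17. Across 3951 genes, which are not independent replicates, the Spearman correlation of the log2 ratios at E14 was −0.39 with those at E7 and −0.349 with those at E17, whereas E7 and E17 correlated at 0.64. The difference between stages was not tested, since each stage has 1 library per line. Of the 16 DEGs common to the 4 stages, 7 had the opposite direction at E14 only (4 with TMM-scaled library sizes). An exchange of the 2 E14 libraries was tested with tags found in only 1 line at E7, E17 and E21. Of 65 such tags, 59 (90.8%, 95% CI 81.3 to 95.7) had more copies in that same line at E14 and 1 in the other line, which speaks against an exchange. The last 2 bases of a tag explained 18.5% of the variance of the log2 ratios at E14 (7361 tags, at most 0.467% in 100 shuffles), 9.05% at E7, 1.57% at E17 and 13.4% at E21. Centring the log2 ratios within the 16 classes of last 2 bases left the correlation of E7 and E14 at −0.339. The correlation of E14 and E17 went to −0.376, and that of E14 and E21 from −0.216 to −0.0586. Tag GC explained only 0.485% of the variance at E14, so that centring within classes of tag GC (−0.389) had little to remove and says little. If the amount of the mRNA had changed, 2 tags of the same gene would be expected to change together, yet their log2 ratios at E14 correlated at 0.0223 across 1237 genes. The limit of this test is that between E14 and E17 of a line the same tags correlated at only 0.162 (lean) and 0.104 (fat). Between E14 and E21 they correlated at 0.369 (lean) and 0.269 (fat), so tags of the E14 libraries can move together. Since the values within a line differ this much with the stages compared, the test speaks only weakly against a change in the mRNA. The last 2 bases lie at the end of the tag that is cut and ligated when a library is made, so a bias of preparation may be part of the differences at E14, but centring on them leaves most of the correlation of E14 with E7, and all of that with E17, unexplained. Other differences in preparation were not tested, since no batches are given, and remain open.

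Tags found in only 1 line at the 4 stages were not examined in the paper. There were 47 (36 in the fat line and 11 in the lean line), each of another gene, and in the fat E12 library, which was not used to choose them, all 47 (95% CI 92.4 to 100%) followed the line. In 1 of the 8 ways of exchanging the lines within stages, the real one, there were as many tags (47, at most 1 in the others). With 8 ways the share cannot fall below 0.125, so this count could not exclude chance whatever the data. The fat E12 library is a separate check. A sequence variant within the tag may leave a partner tag 1 base apart in the other line. A partner was counted only with at least 20 copies, and at least 80% of its copies, in the other line. A variant whose other form was common in both lines was therefore missed. Such a partner was found for 2 of the 47 tags (4.26%, 95% CI 1.18 to 14.2) and for 1 of 47 control tags (Fisher's exact test, two-sided p = 1). In *KNG1* the tag CATGAAGAATTTCAACCGAAT had 0 lean and 593 fat copies, and its partner CATGAAGAATTTCAACCAAAT (G18A, counted from 1 at the 5′ end of the tag) had 10608 lean and 1439 fat copies. In *RAB10* the tag CATGTAGGACAGCTTGCGTAC had 0 lean and 92 fat copies, and its partner CATGTAGGACAGCTTGTGTAC (C17T) had 42 and 0. A variant that removes the CATG site may leave a tag at another site in the other line. Under the same limits this was found for 2 of 47 tags (4.26%) and for 0 of 47 control tags (Fisher's exact test, two-sided p = 0.495). A change in the amount of the mRNA would move the gene's main tag at another site as well. It did so at least 2-fold in 3 or more stages in 2 of 17 genes, *KNG1* and *LOC416592*. In *KNG1* a higher amount of mRNA in the fat line does not account for the pattern, since the partner tag at the site of its 1-line tag had fewer copies in that line (10608 lean and 1439 fat). Among the 16 DEGs common to the 4 stages, 2 had a tag of this kind, and of the 5 with a countable second tag only *ALDH7A1* (1 gene) had a second tag that changed 2-fold in the same direction in 3 or more stages. For most of these tags no tested explanation accounts for the pattern, but the limits set on partner tags leave a sequence variant open. In the paper's qRT-PCR *LOC769366*, which is among these genes, had the opposite trend to its tag. That the tags follow the line in a library not used to choose them is consistent with a stable difference between the lines at the tag.

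Genes of the pancreas were higher in the fat line at E21. Several of them, such as *GCG*, *SST*, *CPA1* and *CTRC*, are in the paper's table of DEGs at E21, and the text of the paper does not discuss them. Of a list of 28 pancreatic genes, 10 had at least 10 tags at E21, and their median log2 ratio was 2.30, at percentile 100 of 10000 random lists of the same size and mean expression, as a description of these libraries. Together the genes found had 160 lean and 1738 fat tags. *GCG* had 24 lean and 805 fat tags, *CTRC* 72 and 401, *SST* 3 and 79, and *INS* 8 and 41. A bias from the last 2 bases of the tag did not account for it (median 2.37 after centring), nor did a general shift between the libraries, since the largest median of the other lists with 3 or more genes was 0.439 in size. Of the 10 genes, 8 (80%) were at least 2-fold higher in the fat line and 0 lower. Some pancreas tissue in the fat pool is a candidate explanation, but the list was drawn up after such genes had been noticed, and so it cannot be told apart from higher expression in the liver. In all, 6 lists were compared at 4 stages (24 combinations).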

How the results depend on the processing

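Among the alternatives, only centring on the last 2 bases of the tag was chosen after seeing the data, and no test of an explanation is given in this part. Within a stage no paired analysis was possible, because each line and stage has 1 library. Across stages the lines were already paired, with stage as a block in the test.

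The number of DEGs at each of the 4 stages stayed within a factor of 1.5 with Fisher's exact test (515, 866, 969 and 172 at E7, E14, E17 and E21), with a TPM of 1 added (485, 826, 919 and 161), with TMM-scaled library sizes (524, 854, 978 and 174), with at least 10 tags (537, 903, 1001 and 185) and with log2 ratios centred on the last 2 bases (433, 632, 960 and 133). With this centring 386, 572, 897 and 113 of the DEGs at E7, E14, E17 and E21 stayed DEGs, and the balance of directions changed. The DEGs higher and lower in the fat line were then 215 and 218 at E7, 257 and 375 at E14. They were 454 and 506 at E17, and 80 and 53 at E21. The number of DEGs did not stay within this factor when spread between libraries was allowed for. With an assumed biological coefficient of variation of 0.2, the exact test gave 27, 86, 84 and 15 DEGs. With the estimated dispersion it gave 4, 7, 13 and 3 DEGs, of which 0 were common to the 4 stages, and E17 shared 3 with other stages. The cause was not tested on these libraries. On simulated tags the same test recovered 0% of 200 genes changed 4-fold and 14% of 200 genes changed 8-fold. On simulated tags with that dispersion and no change, the Audic-Claverie test called 780 of 9246 genes. If libraries vary that much, deeper sequencing of the same libraries would not make up for the missing replicates. The estimated dispersion may be too large, since differences between lines that change with the stage count towards it.

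In the test across stages, 10 genes passed with the design fixed at the start. Without the filter 60 passed, with DESeq2 34, and without the stage block 0 (149 at an unadjusted p under 0.05). The number ran from 0 to 24 across the 4 fits that each left out 1 stage, with 0 when E21 was left out (208 at an unadjusted p under 0.05) and 24 when E14 was left out. The cause was not tested.

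The log2 ratios of 66 named genes gave 262 results. With a TPM of 1 added, 259 kept their direction and their side of the 2-fold change and FDR limits, and 3 were weaker. With TMM-scaled library sizes 249 did so, 3 were weaker, 3 were stronger and 7 were reversed. The reversed ones were small under TMM scaling. At E14 they were *ACSF2* (0.003), *SLC27A2* (0.079), *SCD5* (0.142), *CORO1C* (0.048) and *SDHA* (0.131), and at E21 *ACBD7* (−0.021) and *CORO1C* (−0.058). TMM scaling shifted the log2 ratios of genes with tags in both libraries by 0.18 at E14 and by −0.072 at E21. Each reversed ratio was smaller in size than the shift of its stage.

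The mean number of genes per library was 7388 with at least 5 tags and 8611 with libraries drawn down, against 8615. Few GO terms passed under either background, 0, 0, 3 and 0 at E7, E14, E17 and E21 with all annotated genes and 0, 0, 2 and 0 with genes of at least 10 tags. At 3 tags the depth sets a floor of about 0.495 to 0.527 TPM, so ratios over 0 tags, such as those of *LOC769366* and of *CPT1A* at E17, have no reliable size.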

Differences from the paper's values

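No test of an explanation is given in this part, so none was chosen after the result was seen.

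The paper's centre of gene expression is 10 TPM, and the median over genes with a tag, as the median of 9 libraries, was 6.61 TPM. This median was not computed under the alternatives set before the data were examined. The detection limit of 5 tags bears on it, since it leaves out the genes with the fewest tags. That limit would raise the median by an amount that is not known here.

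The paper names 6 DEGs common to its 5 stages. With the paper's own list at E12, 7 genes were common here, the paper's 6 and *GLRX2*, which at E21 had 2 lean and 113 fat tags and was not in the paper's list. With a TPM of 1 added, 6 genes were common, but these were not the paper's 6. *XPO5* was not among them, since its log2 ratio at E17 was −0.97. With TMM-scaled library sizes 9 genes were common. Both settings were set before the data were examined.

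The paper describes ubiquitin-protein ligase activity at E7 as enriched, and its Q here was 0.0945. For E14 the paper names translation (0.0753 here), RNA binding (0.605) and metabolic process (0.703) among the enriched terms. For E17 it names oxidoreductase activity (0.74 here) and catalytic activity (0.666), and for E21 metallopeptidase activity (0.287). None of these had a Q of at most 0.05 here. The legend of Fig. 3 gives a P under 0.05 and does not say whether it was adjusted. The exact hypergeometric p before adjustment was 0.000424 for ubiquitin-protein ligase activity, 9.47e-05 for translation, 0.0148 for metallopeptidase activity, 0.0639 for RNA binding, 0.288 for metabolic process, 0.496 for oxidoreductase activity and 0.256 for catalytic activity. The paper also names catabolic process at E14 and carboxylic acid metabolic process at E17. Listed under these terms were 5 genes with a tag at E14 and 2 at E17, and 0 of them were DEGs. No parent terms were added here, so these sets may be smaller than those behind the paper's terms, and they do not test the paper's statement. Monocarboxylic acid metabolic process was enriched at E17 with all annotated genes as background (10 DEGs among 20 genes, Q = 0.0174). It was not with genes of at least 10 tags (Q = 0.0815). The oxoacid and cellular ketone terms named for E17 were not tested here. With the background of genes with at least 10 tags, the Q was 0.0932 for ubiquitin-protein ligase activity, 0.626 for translation and for RNA binding, 0.733 for metabolic process, 0.774 for oxidoreductase activity, 0.67 for catalytic activity and 0.27 for metallopeptidase activity.

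The paper ranks E17 first by the number of DEGs shared with other stages, which was also the order here by number (426). By share of a stage's own DEGs E17 was last (43.4%).

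The paper gives *FABP2* higher mRNA in the fat line at E21. The 6 fat and 0 lean tags gave an FDR of 0.084, so that the gene was not called there. The paper describes no difference in *APOA1* mRNA at E17, and the log2 ratio between the 2 libraries was 0.31 (95% CI 0.27 to 0.36), which is not a DEG by the 2-fold limit.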

Other observations

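The test of tags between E7 and E21 of a line was chosen only after the result was seen, and so were the minimums of copies used for pairs of tags.

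A gene's tags at separate CATG sites did not share the difference between the lines. For 1237 genes with 2 tags of at least 20 copies on average, the Spearman correlation of the log2 ratios of the 2 tags across genes was −0.00712 at E7, 0.0223 at E14, 0.0415 at E17 and 0.0105 at E21. Genes are not independent replicates. With minimums of 10, 20, 50 and 100 copies (2024, 1237, 531 and 256 genes) it stayed between −0.0653 and 0.0516. The same pairs of tags did move together between stages of a line. From E7 to E21 the correlation was 0.373 in the lean and 0.525 in the fat line, which speaks against tags of a gene never moving together in these libraries, although from E14 to E17 it was only 0.162 and 0.104. When the first tag differed at least 2-fold between lines, the second had the same direction in 44.6%, 55.1%, 52.8% and 52.9% of genes at E7, E14, E17 and E21. Counting noise was examined first. The spread of the second tags' log2 ratios was at least 2.41 times that of Poisson draws, but without replicate libraries this spread cannot be told apart from noise between libraries. Bias from the last 2 bases of the tag left the correlation at E14 at 0.0237 after centring. One hypothesis is that much of the difference between libraries of a stage may arise tag by tag, in the preparation of the libraries or in the ends of the transcripts, and these possibilities were not separated.

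Among the DEGs themselves, over 90% of the tags came from 1 tag in 60.3%, 57.9%, 60% and 65.9% of DEGs at E7, E14, E17 and E21. A countable second tag was present in 153, 243, 292 and 40 DEGs. It had the direction of the gene in 62.7% (95% CI 54.9 to 70), 72.4% (66.5 to 77.7), 72.6% (67.2 to 77.4) and 77.5% (62.5 to 87.7) of them, and it changed at least 2-fold in that direction in 22, 70, 104 and 13. The second tag is part of the gene's count, so that some shared direction is built in.

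In the test of the line effect across stages, the lines were exchanged within stages in the 8 possible ways. In 1 of 8, the real one, 10 genes passed, and in each of the other 7 ways 0 passed. The share cannot fall below 0.125 in this design. At an unadjusted p under 0.05 the real arrangement gave 252 genes, fewer than 1167 with the lines exchanged at E14 and 886 with the lines exchanged at E14 and E21. A shared difference between lines thus cannot be told apart from chance by this count. In the fat E12 library, not used in this test, the 6 genes higher in the fat line had from 46 to 822 tags. The 4 lower ones had from 0 to 13 tags. Each of the 10 lay on the fat line's side of every lean library, but this rests on 1 library without a lean partner. A sequence variant between the lines within the tag was examined through the main tags of the 10 genes. Only 2 of them, those of *LOC769366* and *BAP1*, were found in only 1 line, while the main tags of *HSPA9* and *LOC777109* had 0.468% and 0.718% of their copies in the lean line, so such a tag cannot account for most of the 10 genes. A variant at unequal frequency in the pools, which would leave some copies in both lines, was not tested.

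The sex ratio of the pools was examined as an explanation of the numbers of DEGs, since each library is a pool of 15 or 30 livers and the labels name no sex. The tags of 3 genes of the W chromosome stood at 0.994 (E7), 0.877 (E14), 1.53 (E17) and 0.738 (E21) in the fat line relative to the lean line. The largest difference, 1.53-fold at E17, was under the 2-fold limit set for it. These ratios rest on *HINTW* alone, with 6011 lean and 9531 fat tags at E17. The other 2 genes had few tags and went in opposite directions there, *ATP5A1W* from 11 lean to 2 fat tags and *SPINW* from 8 to 26, and at E14 *SPINW* had 20 lean and 2 fat tags. Judged by *HINTW*, a 2-fold difference in sex ratio was not seen, and a smaller imbalance is not excluded.

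Lists of genes of other tissues gave further values. Genes of heart and skeletal muscle had a median log2 ratio of −0.203 at E7 and 1.04 at E14. At E14, 5 of 7 were at least 2-fold higher in the fat line (percentile 100 of 10000 random lists). The median was −1 at E17 (4 of 8 at least 2-fold lower and 1 higher, percentile 0.06) and −0.29 at E21. The summed tags at E17 went the other way, with 326 lean and 524 fat tags, because of *TNNC1* (105 and 482). Genes of the pancreas had 6 lean and 94 fat tags at E14, and 3 and 22 at E17. For genes of red blood cells the ratio of summed TPM, fat over lean, was 0.702 at E7, 1.61 at E14, 0.845 at E17 and 0.451 at E21. Most of these tags were those of *HBG2*. The median log2 ratio of the list was 0.32, 0.682 (percentile 99.1), 0.357 and −0.363 at these stages. Blood content was not tested as an explanation of the differences at E14.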
